# Zebrafish preserve global germline DNA methylation while sex-linked rDNA is amplified and demethylated during feminisation

**DOI:** 10.1038/s41467-019-10894-7

**Published:** 2019-07-16

**Authors:** Oscar Ortega-Recalde, Robert C. Day, Neil J. Gemmell, Timothy A. Hore

**Keywords:** Epigenetic memory, Germline development, Epigenomics, DNA methylation, Epigenetic memory

## Abstract

The germline is the only cellular lineage capable of transferring genetic information from one generation to the next. Intergenerational transmission of epigenetic memory through the germline, in the form of DNA methylation, has been proposed; however, in mammals this is largely prevented by extensive epigenetic erasure during germline definition. Here we report that, unlike mammals, the continuously-defined ‘preformed’ germline of zebrafish does not undergo genome-wide erasure of DNA methylation during development. Our analysis also uncovers oocyte-specific germline amplification and demethylation of an 11.5-kb repeat region encoding 45S ribosomal RNA (fem-rDNA). The peak of fem-rDNA amplification coincides with the initial expansion of stage IB oocytes, the poly-nucleolar cell type responsible for zebrafish feminisation. Given that fem-rDNA overlaps with the only zebrafish locus identified thus far as sex-linked, we hypothesise fem-rDNA expansion could be intrinsic to sex determination in this species.

## Abstract (web summary)

Germline cells transfer genetic information to offspring, and in zebrafish, drive sex determination. Here the authors report that, unlike mammals, the germline of zebrafish does not undergo genome-wide DNA methylation erasure, while amplifying and demethylating sex-linked rDNA during feminisation.

## Introduction

The germline is established during early development of almost all metazoans with the founding of primordial germ cells (PGCs)^1^. Despite the importance of these in the animal life cycle, the mechanism of PGC specification is not universal for all species. In mammals and urodele amphibians, signal induction from extraembryonic tissue reprograms epiblast cells to PGCs; a process known as epigenesis or induction. In contrast, most other vertebrates including reptiles, fish, birds, and anuran amphibians have an ‘immortal’ or ‘preformed’ germline whereby PGCs are specified by cytoplasmic determinants called germplasm. Germplasm is mitotically-inherited from the egg and is asymmetrically segregated during early stages of development^2^. Germplasm components repress somatic differentiation programmes activated in adjacent cells, mediating early germline commitment and helping preserve their developmental potency^3^.

The process of PGC specification has been particularly well described in mammals. One of the most astonishing features of PGC specification in mammals is simultaneous genome-wide erasure of DNA methylation marks. In mice, global CG methylation decreases from 71% at PGC specification around day 6.5 (E6.5) to approximately 14% and 7% in male and female at E13.5 PGCs, respectively^4^. DNA demethylation in human PGCs shows a similar dynamic—PGC specification occurs around E12–E16 and DNA methylation drops to approximately 4.5% by week 7^5^. Global methylation reprogramming in marsupial mammals apparently occurs between 10 and 200 days post-partum, when PGCs are well-established in the gonad^6^.

Global DNA demethylation in the mammalian germline occurs in sexually undifferentiated PGCs, and is essential for safeguarding against precocious germline differentiation^7,8^. A consequence of extensive erasure in the germline of mammals is that acquired DNA methylation is very rarely inherited^9,10^. Indeed, retention of epigenetic memory in the mammalian genome appears to be largely restricted to imprinted genes and methylated repeats^4^. Of the latter, many appear to be from the intra-cisternal A-type particle class, including those implicated in the transmission of the Agouti viable yellow mouse phenotype^11^.

Currently, it is not known if germline erasure of DNA methylation is universal amongst vertebrates, or if it is restricted to species with an induced germline. Indirect evidence suggests that in at least some fish species, epigenetic marks are not erased and can be inherited from one generation to the next. For example, stable silencing of a methylated enhanced green fluorescent protein (EGFP) transgene (*GAL4-VP16,UAS:EGFP*), is heritable in zebrafish and correlates with DNA methylation levels^12^. In the half-tongue sole (*Cynoglossus semilaevis*), genetically female fish with ZW sex chromosomes can switch to a phenotypically ‘pseudo-male’ state (ZWm) by exposure to high temperatures during the juvenile phase. Strikingly, pseudo-males possess high levels of genomic methylation which are inherited to offspring, giving rise to further pseudo-males even without temperature stimulus^13^. These results suggest epigenetic erasure between generations is not prevalent in fish, yet, experiments have not been conducted to test this hypothesis. DNA methylation was not found to undergo extensive erasure in whole zebrafish embryos immediately after fertilisation^14–16^, however, these experiments did not involve germline isolation and only sampled the first few days of development.

In addition to being the conduit for inheritance between generations, the germline has been identified as a driver of sex determination in several fish species, including zebrafish^17^. Specifically, zebrafish develop a ‘juvenile ovary’ around 11–21 days post-fertilisation (dpf)^18–20^. In fish with reduced numbers of germline cells, oocytes undergo apoptosis and male differentiation occurs. In contrast, greater germline cell numbers promote continued female development. Although environmental triggers, rearing density and small molecules targeting epigenetic modification can influence this process, the primary driver of differential germline proliferation in females and males remains elusive^21–24^.

Here, we use a low-cell number bisulfite sequencing pipeline to assess the DNA methylation dynamics in the zebrafish germline. In contrast to mammals, we do not observe genome-wide methylation erasure at any germline stage from 24 h post fertilisation (hpf) until sexual maturity. In addition, we find amplification and demethylation of an 11.5-kb region located in the major sex-linked locus. This region encodes for a type of female-specific ribosomal RNA expressed in oocytes (fem-rDNA) and may play a role in oocyte survival and proliferation. These results provide evidence that the preformed zebrafish germline does not erase epigenetic memory in the form of DNA methylation, and suggests fem-rDNA amplification is implicated in sex determination.

## Results

### Isolation of zebrafish germline cells and low-coverage WGBS

To obtain germline cells from zebrafish we used the transgenic line *Tg(vasa:EGFP)*^25^. The reporter gene for this line contains the promoter region of *vasa*, an RNA binding protein component of the germplasm and well-described germline marker^26^. As such, vasa:EGFP protein is expressed in oocytes and segregated with PGCs during embryogenesis. At 24 hpf, when PGC migration is finished, we found a compact cluster of cells between the yolk ball and yolk extension in the gonadal region (Fig. 1a–d). Given there are few germline cells per individual fish at this developmental stage, ten fish were pooled for each replicate, dissociated with trypsin and prepared for cell sorting. The EGFP +ve cells were isolated with fluorescence-activated cell sorting (FACS) and accounted for approximately 0.01% or less of all cells analysed (Fig. 1e). The gating strategy is exemplified in Supplementary Fig. 1. This percentage is similar to values previously reported for teleost species (0.02–0.04%)^27^. To determine the purity of the population isolated, sorted cells were visualised under an inverted fluorescent microscope. The proportion of EGFP +ve cells ranged from 93.8 to 100% and resembled PGCs in terms of size and shape (Supplementary Fig. 2).

**Fig. 1:**
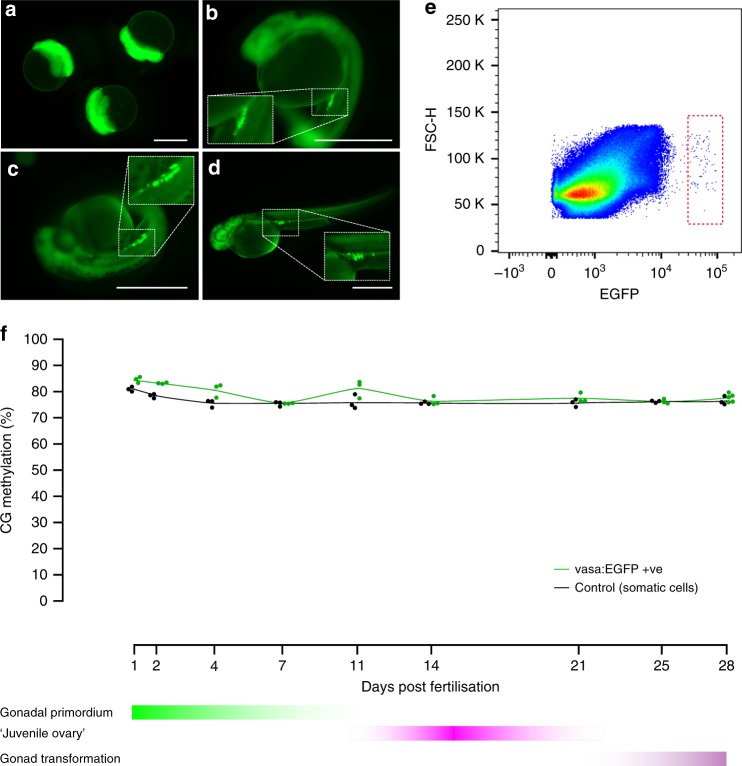
Isolation and quantitation of DNA methylation in the zebrafish germline. **a**–**d** Fluorescence microscopy of *tg(vasa:EGFP)* zebrafish embryos and larvae. 1.5 h post-fertilisation (hpf) (**a**), 24 hpf (**b**), 48 hpf (**c**–**d**). 1.8× view of EGFP +ve labelled cells is shown inset (dashed lines). Scale bars are 500 µm. Forward scatter height (FSC-H) **e** Flow cytometry plot of 10 zebrafish larvae at 48 hpf. The red dashed square indicates the EGFP +ve population gated for isolation. Blue dots indicate discrete data points (i.e., cellular events), whereas green, yellow and red colouring indicate increasing data density. **f** Percentage of methylation in CG context from 1 to 28 days post-fertilisation (dpf) in both vasa:EGFP +ve germline cells (green line) and control cells (black line). For each sample type and timepoint, *n* = 3 independent biological replicates were used, except for 28 dpf vasa:EGFP +ve, which has *n* *=* 5 independent biological replicates

In order to maximise the number of samples tested, we used a low coverage whole genome bisulfite sequencing (WGBS) pipeline to uncover genome-wide methylation levels^28,29^. 

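The methylation calls of 116 libraries, 59 of EGFP +ve cells and 57 of control cells, were analysed here. They cover 14 ages from 1 to 70 dpf, with presumptive females and males kept apart from 35 dpf, which gives 38 groups of cells, age and sex. Each group had 3 libraries, except EGFP +ve cells at 28 dpf, which had 5. For 6 of the libraries the day field of the labels gives 7 dpf where their titles and the paper have 11 dpf, and the paper's age was used. The libraries were prepared by post-bisulfite adaptor tagging, in which adaptors are added after the bisulfite treatment so that DNA fragmented by it is kept. The authors trimmed the reads, mapped them with Bismark and deposited 1 line for each CG call, with the read, the position and the methylation state, without normalization. Global methylation of a library was computed here as the mean, over non-overlapping windows of 10 Mb on chromosomes 1 to 25, of the percentage of methylated calls in the window. The size of the windows is that of the paper's methods, and the unweighted mean over them was chosen here. Groups were compared over libraries by two-sided permutation tests in which the labels were exchanged within each age and sex. The read names place the libraries on 8 sequencing runs, and the comparisons over libraries were repeated within runs, apart from those of the sexes at single ages. Replicate letters from A to C recur in every group, and the same comparisons were repeated with the letter as a block.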

To be sure we sampled sufficiently, the number of CG calls required to accurately predict global methylation was undertaken using empirical bootstrap sampling^30^ of previously published datasets^15^. As expected, we found that increasing the number of CG calls reduces the margin of error for global methylation (Supplementary Fig. 3A). However, beyond a certain threshold, we found increasing the number of CG calls had a minimal effect reducing the margin of error. An asymptotic model described by the equations *y* = 1.207/√*x* and *y* = 2.109/√*x*, for sperm and muscle respectively, was used to fit a curve to the data. At our minimum sequencing depth of 10,000 CG calls, bootstrap sampling predicts a margin of error (99% confidence interval) of approximately ±1.2–2.1 methylation percentage points (Supplementary Fig. 3B).

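The 116 libraries held 3648141 CG calls, of which 97.4% lay on chromosomes 1 to 25. EGFP +ve libraries had between 8735 and 91229 calls with a median of 20413, and control libraries had between 10388 and 163870 with a median of 24214. Replicate A of the EGFP +ve cells at 14 dpf was the library with 8735 calls, and every other library had more than 10000. The calls came from 2610 to 49694 reads per library. Since calls of the same read are not independent, the margin of error was estimated by drawing the reads of each library 1000 times with replacement. It is the margin of the pooled percentage of all calls of a library, fem-rDNA included. The margin of the mean over windows was not estimated. The margin (99% confidence interval) was between ±0.488 and ±3.37 methylation percentage points, with a median of ±1.44. It was widest in replicate B of the EGFP +ve cells of females at 45 dpf, and was ±2.10 in the library with the fewest calls. Reads with the same call positions and strand as another read made up a median of 0.377% of the reads with a call. They reached 15.8% in replicate A of the EGFP +ve cells of females at 40 dpf, but outside the fem-rDNA region at most 1.02% in any library. The margins cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules.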

### Zebrafish germline preserves global DNA methylation

In mice, epigenetic reprogramming of PGCs occurs in two sequential steps, the first during PGC expansion and migration to hindgut endoderm, the second upon entry of PGCs into the gonads^4^. In marsupials, epigenetic reprogramming occurs postnatally when PGCs have finished migration to the gonad^6^. To capture the full spectrum of these reprogramming windows we measured methylation from 24 hpf until gonadal transformation, 25–28 dpf. At 24 hpf, EGFP +ve cells were slightly more methylated than control cells, however, both showed high levels of CG methylation (84.06% and 81.41%, respectively). Thus, in stark contrast to mice which experience a massive loss in CG methylation, zebrafish PGCs have preserved global CG methylation upon arrival in the gonad.

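Global methylation at 1 dpf was 84.6% ± 1.06 (SD, n = 3) in EGFP +ve cells and 81.5% ± 0.883 (SD, n = 3) in control cells. The lowest EGFP +ve library, at 83.4%, was above the highest control library, at 82.4%. The difference of 3.17 percentage points had a p of 0.1 (exact permutation test, two-sided), the smallest p that 3 libraries against 3 allow. It moved most when only windows with at least 100 calls were used, to 1.95 points. With each replicate letter left out in turn, it stayed between 2.40 and 4.24 points. The 3 control libraries shared a sequencing run with 1 EGFP +ve library, and within that run the difference was 3.69 points (exact permutation test, p = 0.25). With the replicate letter as a block the difference was the same, and the exact permutation test of the pairs gave a p of 0.25, again the smallest possible. As a check of this pairing, the deviations from the group means were correlated over all ages. The correlation was -0.185 over 57 pairs of EGFP +ve and control libraries with the same letter, and 0.0897 over 120 pairs with different letters. From the high methylation of both kinds of cell at this age, the paper concludes that zebrafish PGCs retain global CG methylation when they reach the gonad, in contrast to PGCs of mice.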

Next, we measured methylation levels through gonadal primordium (2–11 dpf), ‘juvenile ovary’ (11–21 dpf) and early gonad transformation (25–28 dpf) stages. Genome-wide erasure of DNA methylation was not present at any of the time points assessed (Fig. 1f). 

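In EGFP +ve cells, global methylation was 83.9% ± 0.172 (SD, n = 3) at 2 dpf, 81.2% ± 2.86 (SD, n = 3) at 4 dpf and 75.8% ± 0.164 (SD, n = 3) at 7 dpf. It was 81.5% ± 3.32 (SD, n = 3) at 11 dpf, 76.6% ± 1.81 (SD, n = 3) at 14 dpf and 78.2% ± 1.80 (SD, n = 3) at 21 dpf. At 25 dpf it was 76.5% ± 0.687 (SD, n = 3) and at 28 dpf 78.02% ± 1.57 (SD, n = 5). The lowest EGFP +ve library of these ages, at 14 dpf, had 75.4%. In control cells, group means fell from 78.9% ± 0.782 (SD, n = 3) at 2 dpf to 75.8% ± 1.53 (SD, n = 3) at 4 dpf, and were between 75.8% and 76.9% at the later ages. Every EGFP +ve library was above every control library of its age at 2 and 4 dpf. At 28 dpf the means of the 2 kinds of cell differed by 1.14 points, and at 7, 25 and 28 dpf they differed by less than the SD of either.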

Average levels of 5-methylcytosine (5-mC) in the CG context were 78.42% and 76.08%, respectively, for EGFP +ve and control cells. 

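Over 2 to 28 dpf, global methylation was 78.9% ± 3.11 (SD, n = 26) in EGFP +ve libraries and 76.5% ± 1.50 (SD, n = 24) in control libraries. Averaged over the 8 ages, EGFP +ve cells were 2.42 percentage points more methylated (permutation test, two-sided, p = 0.00014), with a higher mean at 6 of them. Libraries on the same sequencing run differed by 2.82 points (permutation test, p = 0.00052). With the replicate letter as a block, the paired difference was 2.38 points (permutation test, p = 0.00068). When the calls of a library were pooled without windows, the difference was 0.868 points (permutation test, p = 0.375), and it was 2.41 points when the pooled calls of the fem-rDNA region were left out (permutation test, p = 5e-05).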

Detailed sequencing results are provided in Supplementary Data 1.

### DNA methylation levels during gonad transformation

Mature germ cells in zebrafish possess sex-specific methylation programmes. In sperm, nearly 95% of CG dinucleotides are methylated, while oocytes are 75% methylated^14,15^. To explore the onset of this differentiation, we analysed germline methylation from gonad transformation until early gametogenesis. From 25 to 55 dpf, zebrafish gonads undergo an ovary-to-testis transformation in males or further ovarian maturation in females^19,31^. The vasa protein is expressed in male and female germline stem cells^32^, yet the intensity of vasa:EGFP expression is correlated with the number of oocytes and can be used to distinguish presumptive females from males^33^. Accordingly, prior to sexual differentiation at 21 dpf, embryos retained a ‘juvenile ovary’ with low levels of fluorescence detected. At later stages, presumptive male gonads retained low fluorescence whereas female gonads displayed intense fluorescence (Fig. 2a–f).

**Fig. 2:**
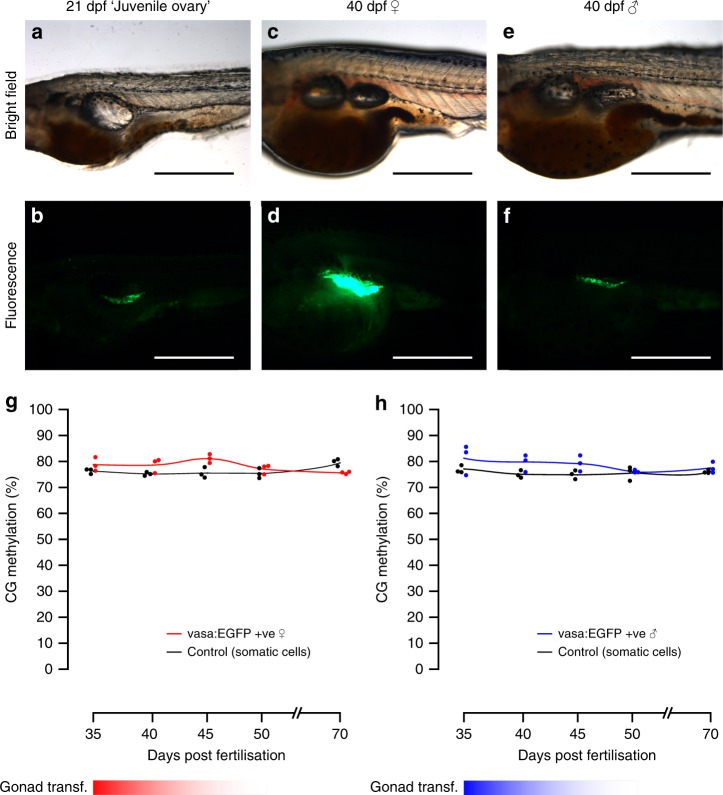
Fluorescence microscopy of germline cells and their methylation during gonad transformation. **a**–**f** Phenotypic sex in zebrafish can be identified using vasa:EGFP expression: during the ‘juvenile ovary’ stage, expression of EGFP is low but consistent between individuals (**a**, **b**). Later, expression of EGFP vastly increases in presumptive females (**c**, **d**) relative to presumptive males (**e**, **f**). This enables sex phenotyping in early stages of sexual differentiation. Scale bars are 500 µm. **g**, **h** Methylation in the vasa:EGFP +ve germline cells of female (**g**) and male (**h**) fish from the gonad transformation stage until sexual maturity (35–70 dpf). Non-germline control cells were also tested (black lines and dots). For each sample type and timepoint, *n* *=* 3 independent biological replicates were used

We isolated germline cells from individual females and males at four time points during gonad transformation (35, 40, 45, 50 dpf). Despite the high expression of vasa:EGFP in mature oocytes, cell filtering prior to FACS restricted cell size to 40 µm. Thus, we were able to collect germinal stem cells (GSCs), oogonia, and stage IA and early IB oocytes^34^. For males, vasa:EGFP expression decreases as germ cells progress through gametogenesis^33^, meaning just GSCs and cells during early male gametogenesis were assessed. 

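For presumptive females and males at 35, 40, 45 and 50 dpf, 12 EGFP +ve libraries of each sex were compared within ages. Females minus males gave -0.206 percentage points of global methylation (permutation test, two-sided, p = 0.868). By age the differences were -2.58 points at 35 dpf (exact permutation test, p = 0.5), -0.803 points at 40 dpf (exact permutation test, p = 0.7), 1.72 points at 45 dpf (exact permutation test, p = 0.5) and 0.841 points at 50 dpf (exact permutation test, p = 0.4), each with 3 libraries per sex, for which the smallest possible p is 0.1. Comparing only libraries of the same sequencing run gave -0.507 points (permutation test, p = 0.577). A permutation test with the replicate letter as a block gave the same difference with a p of 0.854. The sign changed with windows of 1 Mb, to 0.261 points (permutation test, p = 0.854). When all calls of a library were pooled without windows, females were lower, with a difference of -11.1 points (permutation test, p = 0.00155), and it was 0.339 points when the pooled calls of the fem-rDNA region were left out.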

The male and female germline cells we tested were not globally differentially methylated in any of the stages evaluated. 

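At 35 to 50 dpf, global methylation was 79.4% ± 2.57 (SD, n = 12) in EGFP +ve cells of presumptive females and 76.2% ± 1.34 (SD, n = 12) in their control cells, a difference of 3.26 percentage points (permutation test, two-sided, p = 0.00132). In presumptive males it was 79.7% ± 3.80 (SD, n = 12) in EGFP +ve cells and 76.1% ± 1.83 (SD, n = 12) in control cells, a difference of 3.57 points (permutation test, two-sided, p = 0.00817). Both sexes had a higher EGFP +ve mean at all 4 ages. Restricted to libraries that share a run, the difference was 4.19 points in females (exact permutation test, p = 0.000938) and 5.67 points in males (exact permutation test, p = 0.00113). Blocking on the replicate letter left both differences as they were, with a p of 0.00977 in females and 0.0181 in males (permutation tests of the pairs). When all calls of a library were pooled without windows, the difference was -9.92 points in females (permutation test, p = 0.00674) and 1.21 points in males (permutation test, p = 0.537), and it was 4.00 and 3.65 points when the pooled calls of the fem-rDNA region were left out. Using only windows with at least 100 calls gave 1.15 points in females (permutation test, p = 0.621).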

The average levels of methylation in CG context for EGFP +ve cells were 78.9% and 79.06%, respectively, for presumptive females and males. Furthermore, global differences in methylation were not found in sexually mature individuals (70 dpf) with average 5-mC levels of 75.64% for females and 77.51% for males. This suggests that hypermethylation of the male germline relative to the female germline, occurs during the final stages of spermatogenesis.

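At 70 dpf, EGFP +ve cells had a global methylation of 76.0% ± 0.389 (SD, n = 3) in females and 77.9% ± 2.19 (SD, n = 3) in males. Females minus males gave -1.92 percentage points (exact permutation test, two-sided, p = 0.3). Control cells had 79.8% ± 1.24 (SD, n = 3) in females and 76.4% ± 0.718 (SD, n = 3) in males. In females every EGFP +ve library was below every control library, by a mean difference of -3.83 points (exact permutation test, two-sided, p = 0.1). In males the difference was 1.47 points (exact permutation test, two-sided, p = 0.3). None of these comparisons of 3 libraries with 3 can give a p under 0.1. All libraries of this age were sequenced on the same run except 1 control library of a male, and without it the difference in males was 1.22 points (exact permutation test, p = 0.6). With the replicate letter as a block the 3 differences were unchanged, with a p of 0.25 for both the sexes and the females and 0.5 for the males (exact permutation tests of the pairs).

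**Figure D1:**
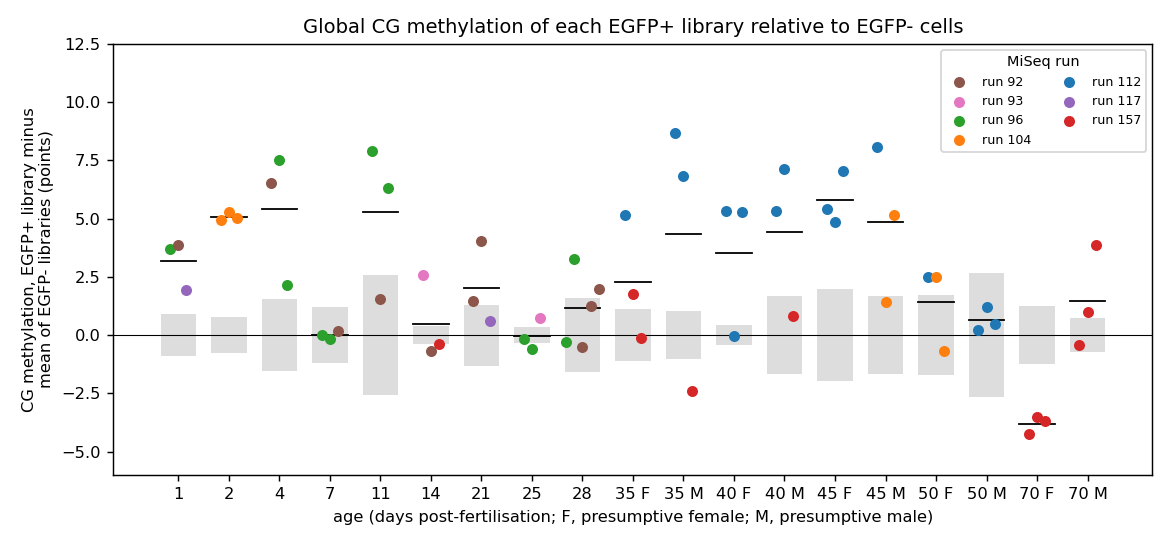
Global CG methylation of each EGFP +ve library minus the mean of the control libraries of its age and sex, in percentage points, by age. Points are libraries coloured by sequencing run, black lines are group means and grey bars are ±1 SD of the control libraries; the 3 libraries of 70 dpf females lie below 0 and those of 2 dpf lie at 4.95 and above.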

Our low-coverage analysis cannot quantify methylation at single-copy loci, yet, we were able to analyse some genomic subsets. On average 54.31% (*n* = 116, ±SD 1.01) of CG calls mapped to repeated regions (very similar to the overall repeat level of 52%, from Howe et al.^35^). Not surprisingly, we found repetitive regions had greater methylation (mean 86.94%, ±SD 1.88) for all the samples compared to non-repetitive sequences (mean 67.64%, ±SD 4.29) (*p* < 0.01, Wilcoxon signed-rank test). Importantly, there was no hypomethylation of germline samples in either repetitive or non-repetitive subsets relative to non-germline controls (Supplementary Data 1).

### Amplification and demethylation of oocyte-specific rDNA

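When all CG calls of a library on chromosomes 1 to 25 were pooled irrespective of their location, 11 EGFP +ve libraries had a lower methylation than every one of the 57 control libraries, of which the lowest had 73.4%. They ranged from 33.9% to 72.3%. At 28 dpf these were replicates A, C, D and E, with 70.5%, 66.5%, 67.6% and 54.7%. Among presumptive females they were replicates A, B and C at 40 dpf, with 33.9%, 58.8% and 47.6%, replicates A and B at 45 dpf, with 72.3% and 59.4%, and replicate B at 50 dpf, with 63.5%. The remaining library was replicate B of presumptive males at 40 dpf, with 61.6%. With the windows of 10 Mb, the same 11 libraries had between 75.6% and 82.7%. With the fem-rDNA region left out of the pooled calls, they had between 76.2% and 83.1%, and no EGFP +ve library was below every control library.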

Our initial analysis of germline methylation was performed using non-overlapping sliding windows (Figs. 1, 2), however, when all mapped reads were analysed irrespective of their location, methylation levels were greatly reduced for 9 EGFP +ve samples at 28–50 dpf (Supplementary Data 1). One explanation for this was that a lowly methylated region (or regions) was over-represented in our dataset for either technical or biological reasons. When we measured the occurrence of mapped CG calls within sliding 1 Mb windows throughout the genome, we found that the tip of chromosome 4 (Chr4:77,000,001–78,000,000; GRCz11) possessed a surprisingly high density of CG calls (Fig. 3a). 

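On the positions of the deposited calls, which end before the window that the paper gives in GRCz11, the corresponding window of 1 Mb was taken to be the one on chromosome 4 from 76000001 to 77000000. It held 115 calls in the merged EGFP +ve libraries at 21 dpf, 2.58 times the mean of the 1353 windows (n = 3 libraries). In single libraries of this age the window had between 0.333 and 3.77 times the mean of the library. At 25 dpf it held 762 calls, 10.6 times the mean, with single libraries between 1.10 and 14.4 times their own mean (n = 3 libraries). At 28 dpf it held 25502 of 157107 calls, 219.6 times the mean, with single libraries between 104.4 and 433 times their own mean (n = 5 libraries). The window ranked 12 among all windows at 21 dpf and 1 at both later ages, when the next window had 3.26 and 2.68 times the mean. At 21 dpf the densest windows were on chromosome 8 from 53000001, chromosome 10 from 16000001 and chromosome 4 from 61000001, with 3.27, 2.98 and 2.96 times the mean. In the merged control libraries, the window at the end of chromosome 4 had 3.87 times the mean at 21 dpf, 5.09 at 25 dpf and 1.63 at 28 dpf, and ranked 1, 1 and 97. Counting reads in place of calls gave 63.4 times the mean for EGFP +ve cells at 28 dpf.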

Closer inspection revealed that the over-represented reads mapped to both strands of a 17.3-Kb region (chr4: chr4:77,549,891–77,567,278) containing an 11.5-Kb repeat unit encoding 45S ribosomal DNA (chr4:77,555,720–77,567,278) (Fig. 3b). It has been recently reported that at least 2 clusters of rDNA exist within the zebrafish genome^36^. 

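Because the calls lie on another assembly, the region was located here as the stretch of the paper's length, 17388 bp, with most calls in the merged EGFP +ve libraries of 21, 25 and 28 dpf. It ran from 76313463 to 76330850 on chromosome 4. The densest stretch of the length of the 45S unit, 11559 bp, ran from 76315307 to 76326865. Within the region, no library had a call from 76315463 to 76319962 or after 76326164. The ends of the 2 stretches therefore do not mark the true ends of the region or of the unit. The region held 123865 calls at 1334 CG positions over all libraries, and 108 of the 116 libraries had at least 1 call in it. The unit held 123121 of these calls. Over libraries, the number of reads with a call in the region had a Spearman's rho of 0.979 with the number of fem-rDNA reads that the paper reports. In windows of 500 bp with at least 10 calls, methylation was between 50.5% and 89.8% in the pooled control libraries and between 0% and 4.65% in the pooled EGFP +ve libraries at 25 and 28 dpf.

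**Figure D2:**
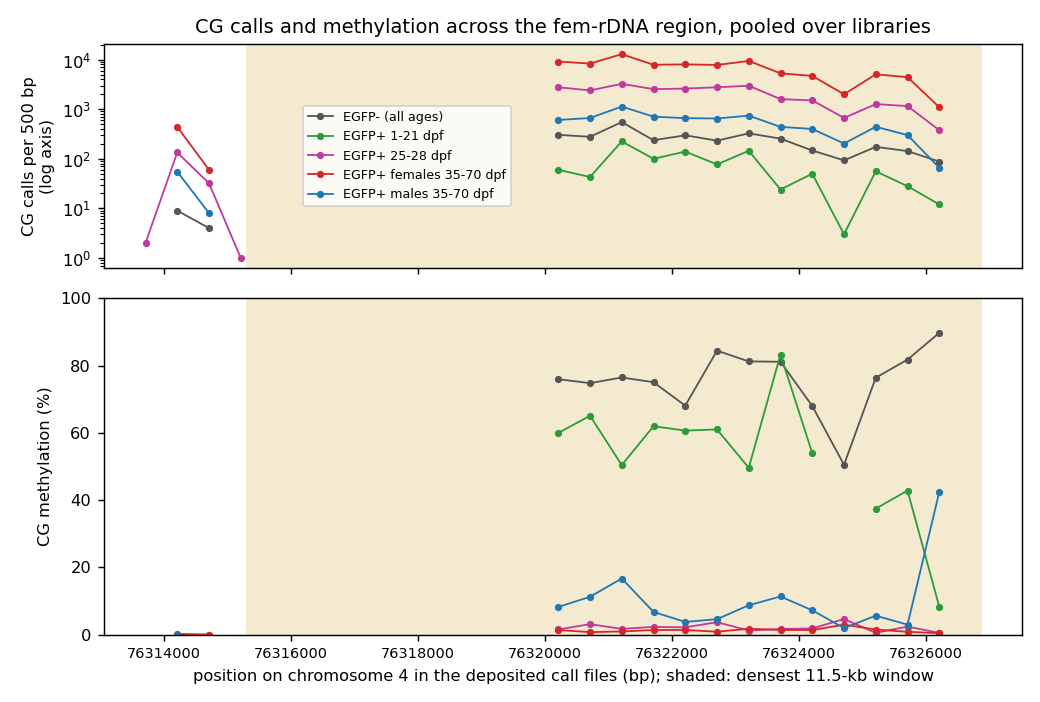
CG calls per 500 bp (upper panel, log axis) and CG methylation in per cent (lower panel, windows with at least 10 calls) along the fem-rDNA region, by position on chromosome 4 in the deposited calls. Lines are calls pooled over the libraries of a group and shading marks the densest stretch of 11.5 kb; the median over windows is 76.4% methylation in control cells and 1.38% in EGFP +ve cells of females at 35 to 70 dpf.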

One of these clusters contains the canonical rDNA expressed in all somatic cells. The other cluster is a maternal-specific rDNA type, which we term fem-rDNA, which overlaps with our overrepresented reads on chromosome 4. The genome reference has assembled only one unit of likely several fem-rDNA copies, separated by intergenic spacers^37^.

**Fig. 3:**
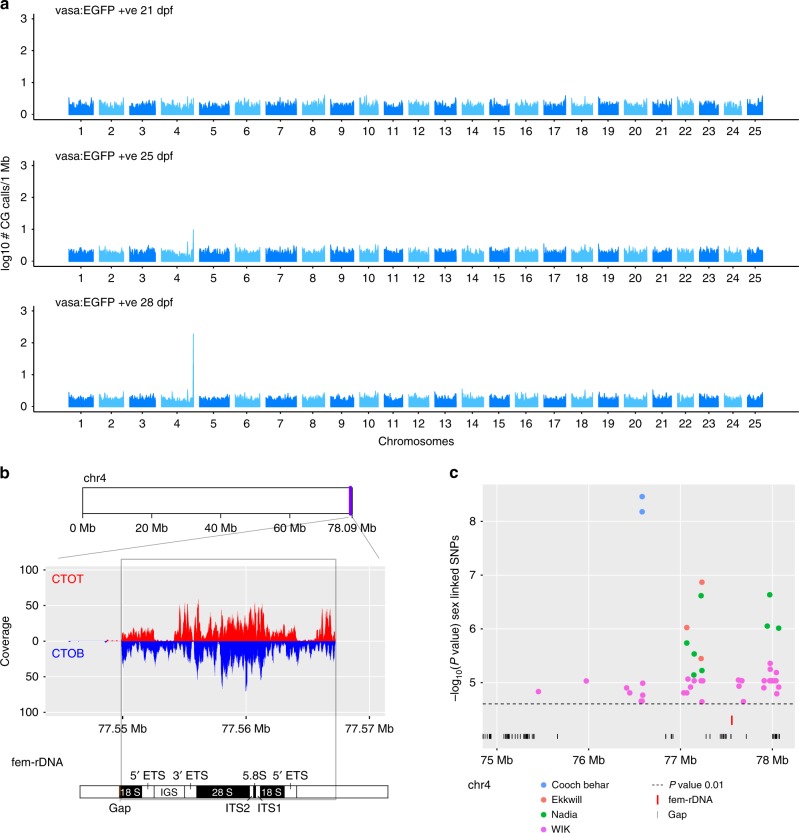
Amplification of oocyte-specific fem-rDNA in a previously identified sex-linked region. **a** Number of CG calls mapping to windows of 1 Mb in the whole zebrafish genome. A peak is observed at the right tip of chromosome 4 following 25-dpf and 28-dpf. **b** Reads map to both the complementary original top (CTOT, red) complementary original bottom (CTOB, blue) strand of the 45S fem-rDNA unit on chromosome 4. Components of the rDNA repeat are indicated (External transcribed spacer (ETS), Internal transcribed spacer (ITS), Intergenic spacer (IGS)). **c** The amplified region is located within the most significant sex-linked SNPs from non-domesticated zebrafish strains, Cooch Behar, Ekkwill, Nadia and WIK

The tip of chromosome 4 in zebrafish is notable for its close linkage to a previously identified locus associated with sex in natural strains^38^. Analysis of SNPs with the strongest statistical support for sex-linkage in two natural laboratory strains (WIK and EKW) and two recently-sourced wild isolates (Nadia and Cooch Behar) revealed that amplified 45S fem-rDNA is located within the major sex-determining region in chromosome 4 (Supplementary Data 2). The high and variable number of rDNA copies and its location in a poorly-assembled section of the genome makes it difficult to establish the true length of the fem-rDNA repeat. Nevertheless, sex-linked SNPs located at both ends of this gap suggest the complete fem-rDNA cluster is embedded within the sex-determining region (Fig. 3c).

Using our low-coverage BS-seq data, we measured fem-rDNA amplification and methylation levels in both germline and control samples from females, males and sexually indeterminate fish. In the non-germline control samples, we found that fem-rDNA reads, on average, comprised 0.032% of total reads sequenced (Supplementary Data 3). These levels were similar to the proportion of fem-rDNA reads in adult muscle tissue from other datasets (0.049%, Supplementary Data 4)^15^. 

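The share of fem-rDNA reads was computed here as the reads with a CG call in the region over the total of unique mapped reads that the paper's Supplementary Data 1 gives for the library. Those totals were between 3128 and 59360 reads with a median of 7899.5. In the 57 control libraries the share was 0.0380% ± 0.0284 (SD, n = 57), from 0% in 6 libraries to 0.130%. A control library had a median of 3 fem-rDNA reads and at most 21. The smallest share that 3 reads can show was between 0.00505% and 0.0845% in control libraries, so that many of these values lie near the limit of the depth. The choice of measure that moved the mean most was the share of CG calls in place of reads, which gave 0.179%. At 35 to 50 dpf, control cells of females had a higher share than those of males by 0.89 on the log2 scale (permutation test, two-sided, p = 0.0514), and by 1.00 within runs (permutation test, p = 0.0413). With the replicate letter as a block, the first of these had a p of 0.0562 (permutation test). With no read added and no log2, females were higher by 0.0181 percentage points (permutation test, p = 0.119), and by 0.0205 within runs (exact permutation test, p = 0.0771).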

As such, we considered this range to represent non-amplified, background levels of fem-rDNA. 

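Among the 59 EGFP +ve libraries, 14 had a fem-rDNA share over 1%. These were all 5 libraries at 28 dpf, 8 of presumptive females at 35 to 50 dpf and 1 of a presumptive male at 40 dpf. A further 11 lay between the highest control library and 1%, and 34 were at or below it. The mean share was 3.85% ± 2.92 (SD, n = 5) at 28 dpf and, in presumptive females, 0.766% ± 1.03 (SD, n = 3) at 35 dpf, 14.8% ± 8.92 (SD, n = 3) at 40 dpf, 3.89% ± 2.49 (SD, n = 3) at 45 dpf and 1.92% ± 2.60 (SD, n = 3) at 50 dpf. In presumptive males it was 2.45% ± 3.81 (SD, n = 3) at 40 dpf and at most 0.291% ± 0.440 (SD, n = 3) at the other ages. Groups were tested on the log2 share with 0.5 reads added; the region itself was located by its calls in EGFP +ve libraries that include those of 28 dpf. EGFP +ve minus control cells gave 0.24 over 1 to 25 dpf (permutation test, two-sided, p = 0.435) and 7.45 at 28 dpf (exact permutation test, two-sided, p = 0.0179, the smallest possible with 5 libraries against 3). The difference was 5.28 in presumptive females at 35 to 50 dpf (permutation test, two-sided, p = 8e-05), 2.57 in presumptive males (permutation test, two-sided, p = 0.00051) and 2.66 at 70 dpf in both sexes together (exact permutation test, two-sided, p = 0.01). EGFP +ve cells of females exceeded those of males by 3.60 (permutation test, two-sided, p = 0.0015), and at 70 dpf by 1.83 with 3 libraries of each (exact permutation test, p = 0.1).
Within runs these log2 differences were 0.00587 over 1 to 25 dpf, 8.16 at 28 dpf (exact permutation test, p = 0.0833), 6.01 in females (exact permutation test, p = 0.000313), 3.48 in males (exact permutation test, p = 0.000375), 2.48 at 70 dpf (exact permutation test, p = 0.02) and 3.13 between the sexes (permutation test, p = 0.00139). Paired by replicate letter as a block, the difference was 6.93 at 28 dpf (3 pairs, exact permutation test, p = 0.25), and it was unchanged over 1 to 25 dpf (permutation test, p = 0.445), in females (permutation test, p = 0.000977), in males (permutation test, p = 0.00195), between the sexes (permutation test, p = 0.0103) and at 70 dpf, where 6 pairs gave a p of 0.0625 (exact permutation test). The log2 shares of EGFP +ve and control libraries with the same letter were correlated at -0.0657, and those with different letters at 0.0304, as deviations from the group means.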

Fem-rDNA levels were also at the background level for 41 out of 55 germline samples but there was clear enrichment for fem-rDNA in 8 females and one presumptive male (>1% reads mapping to fem-rDNA), peaking at 40 dpf (Fig. 4a). For one female, 20.75% of reads mapped to fem-rDNA, representing amplification of at least 170-fold compared to non-germline controls. 

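The highest share was in replicate A of the EGFP +ve cells of females at 40 dpf, where 3633 of 15151 reads had a call in the region, or 24.0% (95% Wilson interval 23.3 to 24.7%). The next highest, replicate C of the same group, had 14.3% (95% Wilson interval 13.2 to 15.4%), from 549 of 3845 reads. Over the mean of the control libraries, the highest share was 631 times as high. With reads of identical call positions and strand counted once, the ratio was 272. The only library of a presumptive male above 1%, replicate B at 40 dpf, had 6.86% (95% Wilson interval 6.08 to 7.73%). These intervals cover counting error only.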

To validate this finding, we performed quantitative PCR using somatic-rDNA as a similar multi-copy genomic control and independently grown fish. We found fem-rDNA was amplified relative to non-germline cells in 9 out of 12 female germline samples (>5-fold) at 35 and 40 dpf (range 5.89–93.54-fold amplification relative to background), but found no amplification in a further three males (Supplementary Fig. 4).

**Fig. 4:**
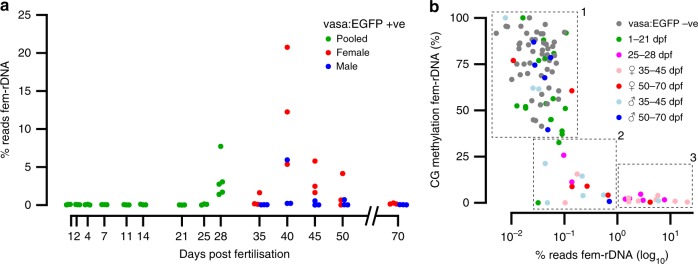
Amplification and methylation of oocyte-specific fem-rDNA during gonad transformation. **a** Percentage of reads mapping to fem-rDNA in the germline prior to sexual differentiation (green), and in presumptive males (blue) and females (red) during gonad transformation and after sexual maturation. **b** Relationship between the amplification and methylation of fem-rDNA for vasa:EGFP −ve control samples (grey dots), and vasa:EGFP +ve germline cells from sexually undifferentiated fish at 1–21 (green dots) and 25–28 dpf (magenta dots); presumptive female fish at 35–45 (pink) and 50–70 (red) dpf; presumptive male fish at 35–45 (light blue) and 50–70 (blue) dpf. Samples have been divided into 3 clusters based on rDNA level and methylation; (1) ‘background’ non-amplified and methylated (2) moderately amplified and lowly methylated, (3) highly amplified and unmethylated. These consist of *n* = 75, *n* = 15, and *n* = 14 samples, respectively

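The methylation of fem-rDNA was taken as the percentage of methylated calls in the region, in the 106 libraries with at least 10 such calls. Over 1 to 25 dpf it was 51.8% ± 28.4 (SD, n = 21) in EGFP +ve cells and 73.4% ± 11.9 (SD, n = 22) in control cells, a difference of -21.8 percentage points averaged over ages (permutation test, two-sided, p = 0.00136). Within runs this was -21.5 points (permutation test, p = 0.00723). It moved most over 1 to 21 dpf with at least 30 calls, to -10.4 points (permutation test, p = 0.0271), a setting chosen after seeing the data. At 28 dpf it was 2.13% ± 1.15 (SD, n = 5) against 77.9% ± 12.2 (SD, n = 2), a difference of -75.7 points (exact permutation test, two-sided, p = 0.0476, the smallest possible). In presumptive females at 35 to 50 dpf, EGFP +ve cells had 9.09% ± 22.0 (SD, n = 12) and control cells 77.6% ± 14.7 (SD, n = 12), a difference of -68.6 points (permutation test, two-sided, p = 4e-05). In presumptive males these were 35.7% ± 36.9 (SD, n = 12) and 84.9% ± 15.1 (SD, n = 11), a difference of -49.6 points (exact permutation test, two-sided, p = 0.000838). At 70 dpf the difference was -36.8 points with 6 EGFP +ve and 3 control libraries (exact permutation test, two-sided, p = 0.075). Females minus males of EGFP +ve cells gave -26.6 points at 35 to 50 dpf (permutation test, two-sided, p = 0.0369), but -18.1 points among libraries of the same run (permutation test, p = 0.215). Within runs the other differences were -67.0 points at 28 dpf (3 libraries against 1, exact permutation test, p = 0.25), -75.8 points in females (exact permutation test, p = 0.000313) and -58.3 points in males (exact permutation test, p = 0.00313). At 70 dpf all libraries with enough calls shared a run.
With the replicate letter as a block, the paired differences were -25.7 points over 1 to 25 dpf (permutation test, p = 0.00049), -76.2 points at 28 dpf (2 pairs, exact permutation test, p = 0.5) and -46.0 points in males (permutation test, p = 0.00391). They were unchanged in females (permutation test, p = 0.000488) and between the sexes (permutation test, p = 0.0742), and -37.0 points at 70 dpf (3 pairs, exact permutation test, p = 0.25). As a check of this pairing, libraries with the same letter had a correlation of 0.260 over 47 pairs, and libraries with different letters one of -0.127.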

When we analysed fem-rDNA methylation, we found three clear groups. All non-germline controls and many male and female germline samples were highly methylated (mean 73.2%, ±SD 17.29%), and did not show fem-rDNA amplification (mean 0.04%, ±SD 0.02%, see group 1, Fig. 4b). In contrast, those with strong amplification of fem-rDNA (i.e., >1% of total reads) were fully demethylated (mean 1.72%, ±SD 1.29%), and except for one individual, were either phenotypically female or late in the sexually indifferent phase (see group 3, Fig. 4b). 

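In the 50 control libraries with at least 10 calls, fem-rDNA methylation was 77.9% ± 13.6 (SD, n = 50), with the lowest library at 47.8% and a median of 80.9%. The 42 EGFP +ve libraries with enough calls and a share of at most 1% ranged from 0% to 100%, with a median of 48.5%. Of these, 21 were below every control library. Many of these values rest on few reads, as 10 calls can come from 1 read. Replicate A at 14 dpf, with 0%, and replicate B at 21 dpf, with 100%, had 1 read each. Whether those of the 21 with few reads are truly less methylated than control cells cannot be decided at this depth.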

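The 14 libraries with a share over 1% had a fem-rDNA methylation between 0.283% and 4.11%, on 786 to 49157 calls each. In the 40 dpf female with the highest share it was 0.417%, and in the presumptive male above 1% it was 0.940%. The highest value, in replicate D at 28 dpf, had a 95% interval from 1.93% to 6.79%, with its 119 reads drawn with replacement.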

An intermediate group of germline-only samples showed modest amplification of fem-rDNA (0.032–0.703% reads mapping to fem-rDNA, mean 0.23%, ±SD 0.22%) and were lowly methylated (mean 10.08%, ±SD 10.1%). 

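The 11 EGFP +ve libraries between the highest control share and 1% were 1 at 4 dpf, 1 at 25 dpf, 2 of presumptive females at 35 and 50 dpf, 4 of presumptive males at 40, 45 and 50 dpf, and 3 of females at 70 dpf. Their fem-rDNA methylation was between 0.623%, in replicate C of males at 50 dpf, and 61.4%, in replicate B at 4 dpf, which had only 70 calls. The shares were lowest in that library, at 0.130%, with a 95% Wilson interval from 0.0555% to 0.304%, and highest in replicate A of females at 50 dpf, at 0.855% (0.709% to 1.03%). At 70 dpf the 3 females had 11.8%, 58.0% and 15.4% methylation, and the 3 males 64.7% ± 25.2 (SD, n = 3).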

Together this shows that fem-rDNA amplification and demethylation is highly correlated with feminisation of the zebrafish gonad.

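Single reads of the region carried a mean of 12.8 to 14.8 calls, so reads could be classed by their own methylation. Reads with under 20% of their calls methylated were 5.79% of the 242 fem-rDNA reads of control cells and 20% of the 75 reads of EGFP +ve cells at 1 to 21 dpf. They were 77.1% of 48 reads at 25 dpf, 97.6% of 1826 reads at 28 dpf, 98.9% of 6392 reads in females and 92.9% of 482 reads in males at 35 to 50 dpf. At 70 dpf they were 68.5% of 54 reads in females and 29.0% of 31 reads in males. These are counts of reads pooled over libraries, and reads of a library are not replicates. At 35 to 50 dpf a few libraries set them. The library with the most reads held 3633 of the female reads and 247 of the male reads, with medians of 176 and 6 reads per library. By library, fem-rDNA methylation in these males was 35.7% ± 36.9 (SD, n = 12). The share of reads with over 50% of their calls methylated was not detectably different between EGFP +ve and control cells of females at 35 to 50 dpf, at -0.42 on the log2 scale (permutation test, two-sided, p = 0.429), and at 0.00126 percentage points with no read added and no log2 (permutation test, p = 0.947).

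**Figure D3:**
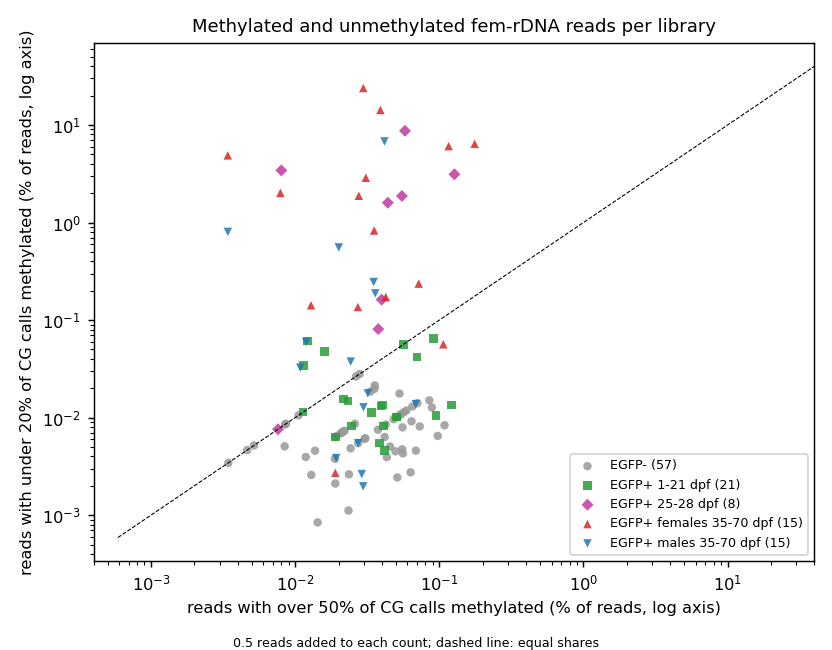
Percentage of all reads that are fem-rDNA reads with over 50% of their calls methylated (horizontal, log axis) and with under 20% (vertical, log axis), with 0.5 reads added to each count, 1 point per library. Points above the dashed line of equal shares have more of the weakly methylated reads; the 14 libraries with a share over 1% all lie above it.

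From the libraries with a raised share and almost no methylation, all but 1 of which came from females or from fish late in the sexually indifferent phase, the paper concludes that amplification and demethylation of fem-rDNA are closely tied to feminisation of the gonad.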

## Discussion

DNA methylation represents a stable yet flexible gene expression control system that is critical for formation of cell identity during development^39,40^. In mammals, global erasure of DNA methylation is closely related to the acquisition of developmental potency in the early embryo and during re-animation of the bipotential germline during PGC definition (reviewed in ref. ^41^). In species with a preformed germline, where PGC specification relies on heritable maternal factors and not dedifferentiation of somatic cells, existence of epigenetic erasure and reprogramming is unknown. In this study, we employed low coverage WGBS-seq to evaluate DNA methylation dynamics in the zebrafish germline throughout development. In stark contrast to mammals, we find DNA methylation is not erased at any stage of germline development ranging from 24 hpf until sexual maturity. While we could not test germline cells for demethylation less than 24 hpf (oocyte-derived vasa:EGFP is found in somatic tissues at this time), Skovortsova et al.^42^, in this issue, isolated germline cells from multiple time-points less than 36 hpf using an alternative transgenic line, and also found no global reprogramming. Indeed, compared to somatic cells, deep-sequencing of PGCs by Skovortsova et al^42^. revealed very few unique germline methylation patterns, despite markedly divergent transcription.

In mammals, epigenetic memory in the form of CG methylation is carefully maintained at 70–85% in adult somatic tissues, with significant demethylation only occurring in pathological situations^43,44^. Global DNA demethylation in the early embryo is tightly linked to acquisition of naïve pluripotency^45–47^, with a second and more dramatic erasure event occurring in PGCs, where reprogramming helps activate the germline programme^8,48^. In contrast to mammals, species with a preformed germline such as *Xenopus* and zebrafish do not require de novo formation of PGCs at each generation and instead use inherited cytoplasmic determinants to continuously define germline cells^49^. In line with the lack of cellular reprogramming required, our study shows that global DNA methylation erasure is not a feature of germline specification in zebrafish (Fig. 5a). Given the vast majority of vertebrate species similarly define PGCs using this mechanism^49^, it seems likely that bulk intergenerational preservation of DNA methylation exists in other non-mammalian vertebrates, but this remains to be tested. The absence of DNA methylation erasure at early zebrafish embryo stages^14–16^ and in the germline (this study and Skovortsova et al.^42^) provides a mechanistic explanation through which DNA methylation at transgenes can be stably inherited between generations^12^. While transgenerational epigenetic inheritance appears to be a rare (but potentially important) mode of mammalian inheritance^9,10^, our data suggest adaptive epigenetic changes in response to environmental cues may be comparatively more significant in non-mammalian vertebrates.

**Fig. 5:**
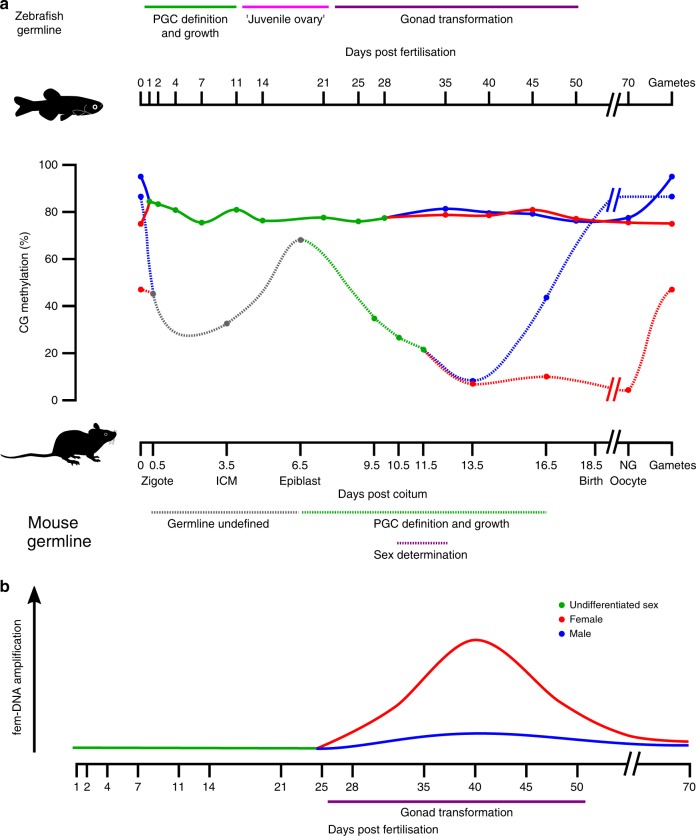
Global DNA methylation and fem-rDNA dynamics in the zebrafish germline. **a** CG methylation in the mouse and zebrafish germline. In stark contrast to mice, the zebrafish germline does not undergo extensive erasure of DNA methylation and germline DNA from females (red), males (blue) and fish of undifferentiated sex (green) are similar. Note, data for mouse were taken from the meta-analysis provided by Lee, Hore and Reik^41^. **b** Striking amplification of fem-rDNA occurs in germline cells during the critical period of gonad transformation in females. Beginning around 28 dpf perinucleolar oocytes amplify in at least 2 orders of magnitude oocyte-specific 45S rDNA. ICM, inner cell mass; non-growing (NG) oocyte

Sexually dimorphic DNA methylation emerges early during gonadal development in mammals. For mice, global methylation levels in PGCs at day 13.5 post-coitum, soon after the beginning of sex differentiation, drop to 7% in females and 14% in males^4^. The oocyte epigenome remains significantly hypomethylated in relation to sperm in mice being 40.0% and 89.4%, respectively^50^. In zebrafish global levels of methylation in sperm are 95% whereas mature oocytes are 20% lower^14,15^. These gamete-specific methylation patterns appear to be generated relatively late in development compared to mice (Fig. 5a)—we find consistent methylation levels in both the male and female zebrafish germline from the gonad transformation period until the point of sexual maturity for cells in the early stages of gametogenesis. Isolation of male germline cells from late gametogenesis, using either single cell analysis or a marker more versatile than vasa:EGFP^51^, will refine our understanding of when gross sexually-dimorphic methylation patterns become apparent in zebrafish. In addition, full-coverage sequencing during the gonad transformation period may uncover sex-specific methylation at single-copy loci, however, the fact that global methylation remains similar between sexes supports previous claims that germline stem cells remain plastic in adults and can rapidly switch to producing the alternative gamete^52^.

Extrachromosomal amplification of rDNA by rolling circle intermediates has been described in several animal species including *Xenopus* and zebrafish^36,53–55^, and is thought to primarily help support the unique metabolic demands of the oocyte. Our study used detailed quantitative sequencing techniques in the germline to uncover >170-fold amplification of maternal-specific 45S rDNA (called here ‘fem-rDNA’). We found fem-rDNA first appears in the germline at 28 dpf (Figs. 4a,  5b). At this stage, perinucleolar oocytes become particularly abundant in presumptive females^20,31^ and are characterised by the proliferation of nucleoli, a structural manifestation of ribosome biogenesis^19,56^. Perinucleolar oocytes are critical for sex determination in zebrafish; as the central signalling cell responsible for feminisation of the gonad, decreased numbers of perinucleolar oocytes lead to a male gonadal fate^20,22,57^. By definition, an inability to amplify fem-rDNA would block formation of perinucleolar oocytes, and presumably therefore, suppress female differentiation. Interestingly, we found one presumptive male showed fem-rDNA amplification. The ovary-to-testis transition in male zebrafish involves degradation of perinucleolar oocytes^33^, a process potentially still ongoing in this individual.

In addition to creating the defining characteristic of perinucleolar oocytes, the genomic location of fem-rDNA suggests it may be implicated in sex determination. A 1.5-Mb region overlapping fem-rDNA is strongly linked to sex phenotype in non-domesticated zebrafish strains^38^, and as yet, no candidate sex-determining genes have been identified within it. Sex-linked machinery or regulatory elements that control fem-rDNA transcription or amplification, or even differential fem-rDNA repeat number, could contribute to sex determination in wild strains of zebrafish.

In domesticated zebrafish strains, where no regions of the genome appear to be sex-specific, non-genetic factors may contribute to rDNA amplification or transcription. Accessibility and transcription of ribosomal genes is strongly associated with epigenetic regulation. For example, loss of methylation in the spacer region of rDNA is inextricably linked with transcriptional activation in *Xenopus*^58^, and methylating a single CG within the mouse rDNA promoter represses transcription in vitro^59^. It is tempting to speculate that epigenetic modification of fem-rDNA may help explain skewed or non-mendelian sex ratios in domesticated zebrafish strains. While this possibility remains to be tested, it is intriguing that the demethylating agent 5-azacytidine induces feminisation of zebrafish, as would be predicted if epigenetic modification of fem-rDNA played a central role in sex determation^24^.

In conclusion, our work demonstrates (i) the absence of global DNA methylation erasure in the zebrafish germline and (ii) extensive amplification and demethylation of the oocyte-specific fem-rDNA cluster during gonad transformation. By showing that epigenetic memory in the form of DNA methylation is not erased in the germline from 24 hpf until sexual maturity, we provide a mechanistic explanation for transgenerational epigenetic inheritance in species with a preformed germline and suggests DNA methylation therefore may have an underappreciated role in heredity and evolution. In addition, the amplification and demethylation of fem-rDNA in peri-nucleolar oocytes, the key cell type signalling feminisation of the zebrafish gonad, suggests fem-rDNA has a critical function in sex determination for this species.

## Methods

### Zebrafish husbandry and collection

Use of zebrafish in this study was approved by University of Otago Animal Ethics Committee (ET 25/2017). Adult *Tg(vasa:EGFP)* zebrafish^60^ were maintained under standard conditions at the Otago Zebrafish Facility, University of Otago^61^. Embryos were obtained through natural spawning and grown in 28.5 °C egg water (NaCl 5.0 mM, KCl 0.7 mM, CaCl 0.33 mM, MgSO_4_ 0.33 mM). After the hatching period, larvae were transferred to the central system. Embryos, larvae, young and adult fish were euthanized by rapid cooling in ice cold water for 10 min^62^ and then they were visualised with a LEICA M205 FA fluorescence microscope and a LEICA DFC490 CCD camera.

### Preparation of embryonic cells for sorting

Fish of different developmental stages were dissociated by vigorous pipetting in 500 μl TrypLE^TM^ Express (ThermoFisher, 12604021). For 24-hpf and 48-hpf embryos, eggs were manually dechorionated using two tweezers, for post-hatching fish until 14 dpf whole fish were trypsinized. For older fish (>14 dpf) the gonadal region was dissected, and cells were dissociated. To stop the trypsin reaction, and stain cell nuclei, we added 20 μl of foetal calf serum plus 1:10,000 DAPI (ThermoFisher, 10091-148) per reaction. Disaggregated cells were separated from debris using a 40 μm nylon cell strainer (Biologix, 15-1040) and keep on ice prior sorting.

### Fluorescence-activated cell sorting of zebrafish germ cells

Disaggregated cells were passed across a 488 argon laser to detect EGFP (BD Fortessa, BD Biosciences; BD FACSAria sorter, BD Biosciences). Forward scatter (FSC) and side scatter (SSC) parameters were used for observation of the cell distribution profile. We used relative FSC, SSC, and EGFP intensities to identify a germline subpopulation and these cells were gated and sorted. Cells were collected in 0.2 ml tubes containing 20 μl ddH_2_O and stored at −80 °C or in 100 μl of PBS for fluorescence visualisation. For methylation analysis of embryos, larvae and juvenile fish between 1 and 28 days, 3 replicates for EGFP −ve and +ve were obtained for each time point (1, 2, 4, 7, 11, 14, 21, 25, 28 dpf), except for EGFP +ve cells at 28 dpf when 5 replicates were analysed (*n* = 56). To evaluate the gonad transformation period and sexual maturity (35, 40, 45, 50, 70 dfp), 3 replicates were obtained in a similar fashion for each sex (*n* = 60). As such, the total number of samples purified for high-throughput methylation analysis was 116. Additionally, EGFP +ve and −ve cells were sorted from 15 individuals between 35 and 40 days; samples which were used to verify fem-rDNA using quantitative PCR. The purity of sorted cells was assessed using raw images captures by an IncuCyte FLR imaging system (Essen Instruments).

### DNA extraction

Total nucleic acids were purified using the Bio-On-Magnetic-Beads (BOMB) approach^63^. Briefly, a guanidine isothiocyanate lysis buffer was used to homogenise cells and then was combined with TE-diluted Sera-Mag Magnetic SpeedBeads (GE Healthcare, GEHE45152105050250) and isopropanol in a volumetric ratio of 2:3:4 (beads:lysate:isopropanol). Beads were captured with a neodymium magnet and washed once with isopropanol, twice with 70% ethanol and resuspended in milliQ water.

### PBAT library preparation and sequencing

Bisulfite-converted genomic libraries were prepared using a modified post-bisulfite adaptor tagging (PBAT) method^64,65^. Bisulfite treatment was performed according to the EZ Methylation Direct Mag Prep kit (Zymo, D5044) instruction manual. To synthesise the first strand, we used converted DNA and 5′-biotinylated adaptor primers bearing seven random nucleotides at its 3′ end (BioP5N7, biotin- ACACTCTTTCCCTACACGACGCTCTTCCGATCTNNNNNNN). The first strand product was purified using streptavidin-coated magnetic beads (ThermoFisher, 11205D) and alkaline denaturation. Second strand DNA was synthesised using the immobilised first strand DNA and another adaptor primer also bearing seven random nucleotides at its 3′ end (P7N7, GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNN). Second strand DNA was eluted, amplified by 15 cycles of PCR and size selected by PEG-diluted SPRI beads. During PCR, sample-specific barcodes and sequences required for Illumina flow-cells binding were added to libraries using 1× HiFi HotStart Uracil + Mix (KAPA, KK2801 and 10 μM indexed Truseq-type oligos). Library integrity was assessed by agarose gel electrophoresis and sequenced on a 150 bp single-end run on Illumina MiSeq.

### Bioinformatic analysis

The quality of the raw FASTQ files was evaluated using FastQC software (v0.11.4). Raw reads were trimmed using Trim Galore! v0.4.2, in a two-step process. First, adaptors were removed and 10 bp was hard-trimmed from the 5’ end of all reads and low-quality base calls (Phred score < 20) were removed. Read mapping and base calling was performed using Bismark v0.19.0^66^ with the option --pbat specified. Zebrafish genome version 11 (GRCz11) was used as reference. Global methylation in CG context was calculated as the proportion of total methylated cytosines in CG context over total cytosines in CG context using non-overlapping windows of 10 Mb in SeqMonk programme v1.43.0. The non-conversion rate during the bisulfite treatment was evaluated by calculating the proportion of non-CG methylation; by this measure, all libraries must have had a bisulfite conversion efficiency of at least 96.02% (Supplementary Data 1). A BSGenome data package was forged for using the latest UCSC zebrafish genome version 11 (GRCz11) (BSGenome v1.46)^67^ and used for all the analysis requiring this dependency in R (v3.4.4). To analyse differential DNA methylation levels in repetitive and non-repetitive sequences we used RepeatMasker annotations obtained from UCSC (v4.0.5 RepBase library: 2014013)^68^.

### Margin of error estimation for low-coverage WGBS

To evaluate the number of CGs required to accurately predict the genome-wide methylation status we used empirical bootstrap sampling^30^ from previous high-coverage zebrafish methylation datasets (SRR800056, SRR800081)^15^. Briefly, we used fastq-tool v0.8 (https://homes.cs.washington.edu/~dcjones/fastq-tools/) to obtain 1000 random samples with replacement in regular intervals of CG calls from approximately 100 to 30,000. Each sample was processed as mentioned previously and the proportion of data falling within the 0.5–99.5 percentiles was calculated to generate a margin of error (99% confidence interval).

### Ribosomal DNA bioinformatic analysis

To determine overrepresented regions among the genome, EGFP +ve replicates for each time point (21, 25, and 28 dpf) were merged and the number of CG calls per Mb was calculated and divided by the average number of calls in all the probes. To identify the amplified region, reads were aligned to complementary converted strands of chromosome 4 (CTOT and CTOB) using Bowtie2 v2.3.2^69^ with the --very-sensitive option (-D 20 -R 3 -N 0 -L 20 -i S,1,0.50) to increase mapping sensitivity and accuracy. Manhattan plot and coverage plot were drawn using ggbio v1.26.1^70^.

The genome coordinates of sex-linked SNPs previously published^38^ were converted from Zv9 to GRCz11 using CrossMap v0.3.0^71^. Previous methyl-seq datasets were obtained from SRA and processed as mentioned above with the option --directional specified^15^. Number of reads and CG methylation for fem-rDNA were quantified for the region chr:77,549,891:77,567,278. For low coverage WGBS, methylation for fem-rDNA was calculated as the proportion of methylated C’s in CG context over the total C’s in CG context in samples with at least 10 calls for the region of interest. For deep sequenced datasets, fem-rDNA methylation was quantified as the proportion of methylated C’s in CG context over the total number of C´s in CG context within the 17.3 Kb amplified region. Scatter plots were drawn using ggplot2 v3.0.0 in R v3.4.4.

### Quantitative PCR

Quantitative PCR was performed using the SensiFAST™ SYBR® No-ROX Kit (Bioline, BIO-98020) and the LightCycler® 480 instrument (Roche). Specific PCR primers sequences for fem-rDNA and somatic rDNA are listed in Supplementary Table 1. Negative controls included EGFP −ve cells from females and males at 35 dpf, EGFP +ve cells from males at 35 dpf and embryonic cells at 24 hpf. The final volume in each reaction was 12 µl including 6 µl of SensiFAST™ SYBR® No-ROX mix and primers at a concentration of 900 nM. The reactions were incubated in white 96-well plates at 98 °C for 5 min, followed by 45 cycles of 98 °C for 20 s, 60 °C for 15 s, and 72 °C for 20 s. All reactions were run in duplicate. Data was analysed with the LightCycler® 480 software (Roche) determining the threshold cycle (Ct) by the second derivative max method. A baseline level of amplification was determined as the mean of Δ Ct (Ct fem-rDNA – Ct som-rDNA) for non-germline samples (EGFP −ve females and males) and the value obtained was used as control for sample normalisation (i.e., ΔΔ Ct method).

### Statistics

Statistical analysis between groups was performed using Wilcoxon signed-rank tests. In all cases significance was set as *p* < 0.05.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Source Data

## Data Availability

The accession number for the FastQ files and CG calls of the low coverage WGBS libraries reported in this paper is GEO: GSE122695. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The source data underlying Figs. 1a–f, 2a–h, 3a–c, 4a–b, 5a-b and Supplementary Figs. 1−5 are provided as a Source Data file. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Zebrafish preserve global germline DNA methylation while sex-linked rDNA is amplified and demethylated during feminisation
**Source:** Nat Commun. 2019 Jul 16;10:3053. doi: 10.1038/s41467-019-10894-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

Zebrafish preserve global germline DNA methylation while sex-linked rDNA is amplified and demethylated during feminisation, Ortega-Recalde *et al.*

## Supplementary Figures

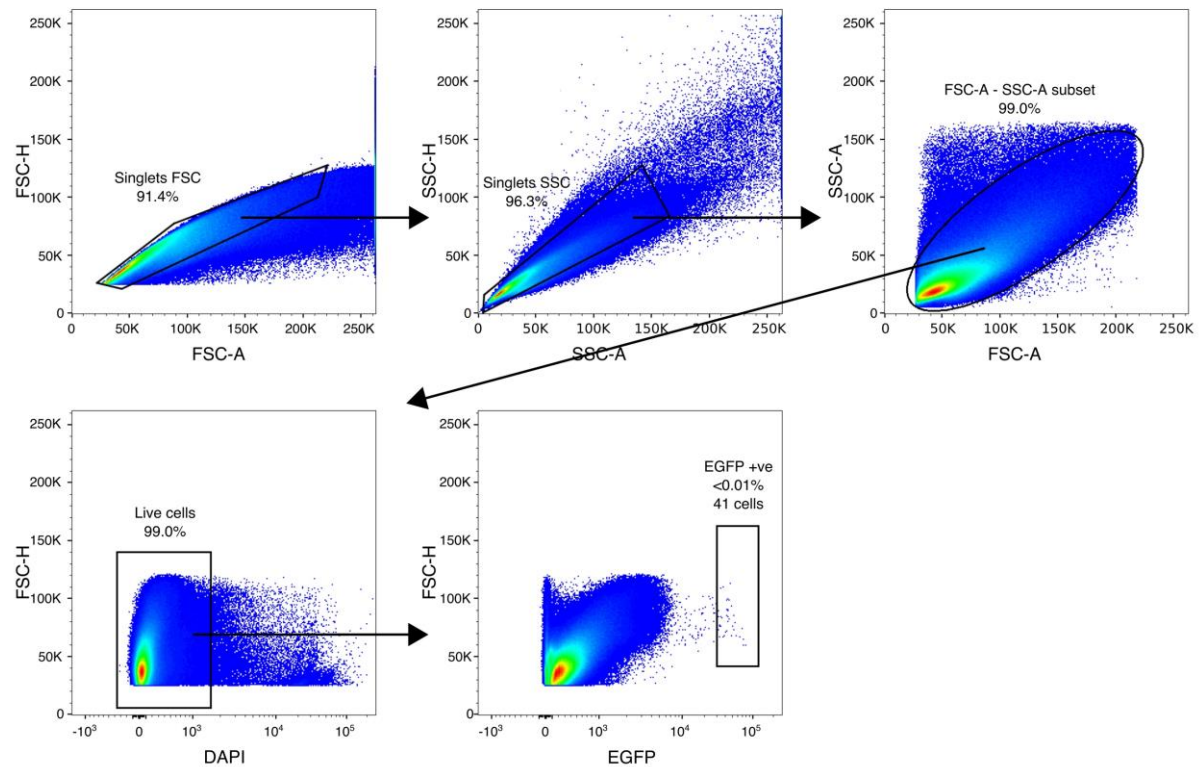

**Supplementary Figure 1.** *Gating strategy used for cell sorting.* Cells were first gated by forward and side scatters (FSC and SSC respectively) to exclude doublets. The live cell gate was then set to eliminate dead cells stained with DAPI. The gate boundaries for 'positive' and 'negative' cells were determined within the live cell gate by three criteria: i.) large EGFP intensity differences. ii.) cell clustering. iii.) EGFP expression in tissues containing non-germline cells. The same strategy was used to sort vasa:EGFP +ve cells for results presented on Fig. 1B, 1C, 2G and 2H. Blue dots indicate discrete data points (i.e. cellular events), whereas green, yellow and red colouring indicate increasing data density.

**a**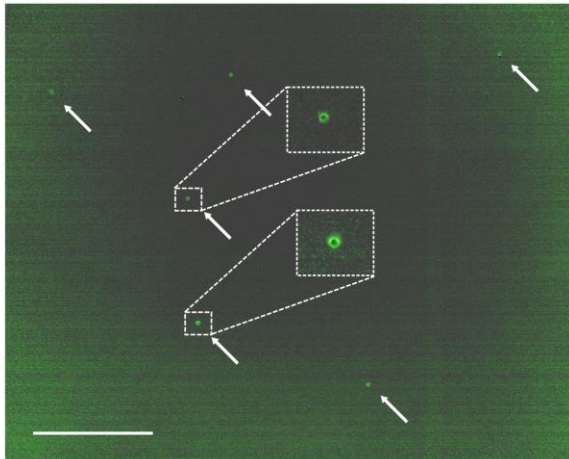**b**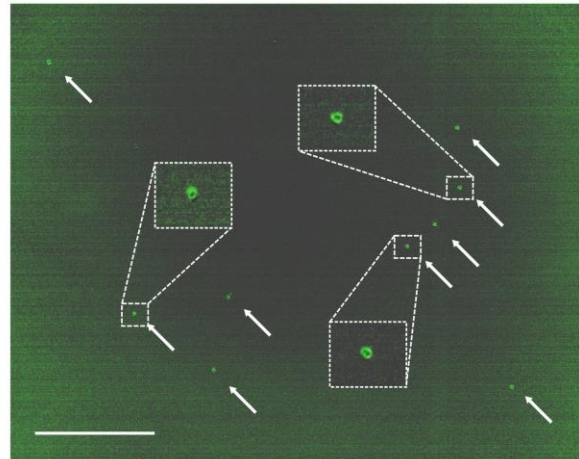

**Supplementary Figure 2. Germline isolation by FACS. a-b** Fluorescence microscopy of vasa:EGFP +ve sorted cells. Magnification of EGFP +ve labelled cells is shown inset (dashed lines). The proportion of EGFP +ve cells ranged from 93.8% to 100%. Scale bars are 400  $\mu$ m.

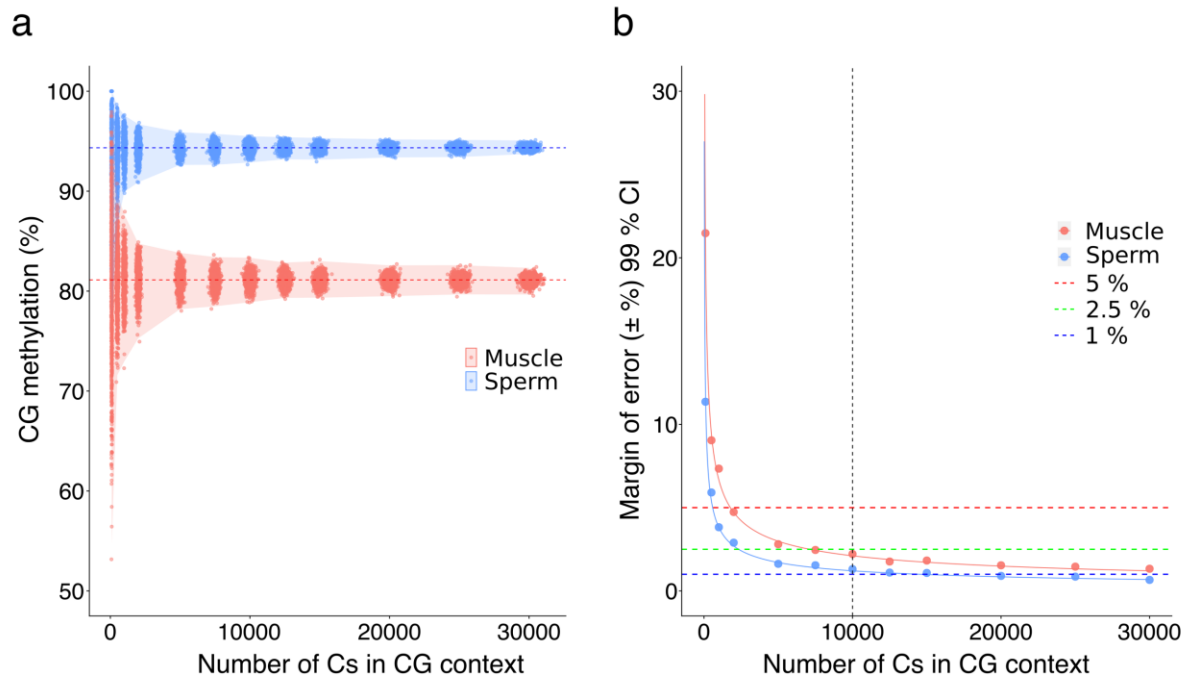

**Supplementary Figure 3.** Empirical bootstrap sampling of high coverage zebrafish methylation datasets. **a** Percentage of methylation per number of Cs sampled for 1,000 replicates at each sample size. **b** Confidence Interval (CI) at different sample sizes. Margin of error  $\pm$  99% CI ( $n = 1,000$ ).

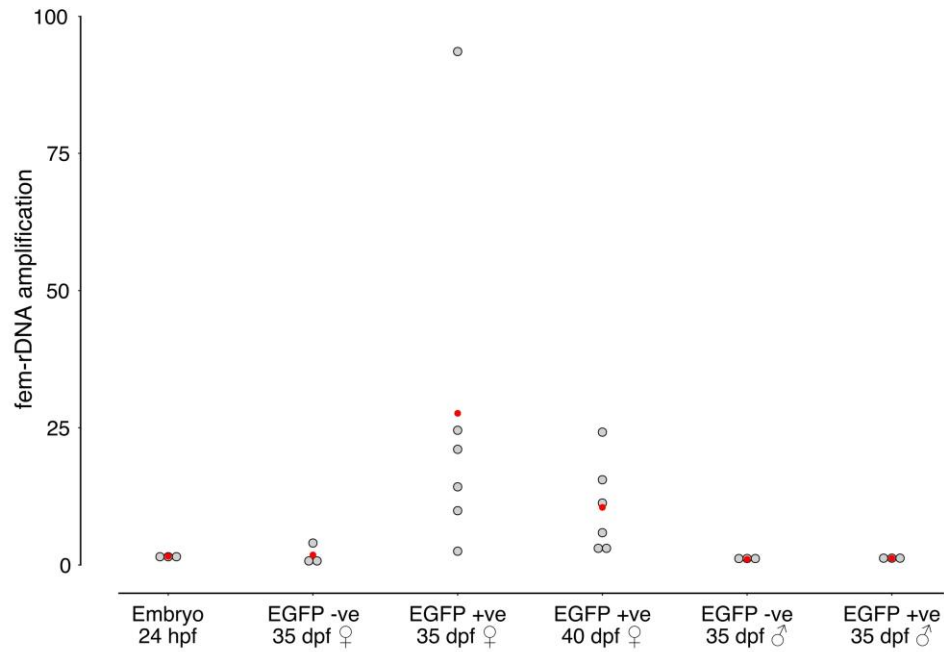

**Supplementary Figure 4.** Amplification of *fem-rDNA* determined by quantitative PCR. A baseline level of amplification was determined as the mean of  $\Delta$  Ct (Ct *fem-rDNA* – Ct *som-rDNA*) for non-germline samples (EGFP -ve females and males) and the value obtained was used as control for the  $\Delta\Delta$  Ct method ( $n = 3$  non-germline samples, EGFP +ve males and embryos at 24 hpf,  $n = 6$  EGFP +ve 35 and 40 dpf females). Arithmetic means are represented by red dots.

## Supplementary Table

**Supplementary Table 1.** *List of oligonucleotides used in this study.*

| Name           | Sequence                                          |
|----------------|---------------------------------------------------|
| BioP5N7        | [Bio] - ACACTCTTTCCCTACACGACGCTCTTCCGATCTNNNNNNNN |
| P7N7           | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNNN        |
| Zf_fem_rDNA_1F | ACACACATTGATCATCGACCT                             |
| Zf_fem_rDNA_1R | TAGCAAGGCGACCCTCAGA                               |
| Zf_som_rDNA_1F | GATGCCCTTAGCTGGGTGT                               |
| Zf_som_rDNA_1R | CCTAGCTGCGGTATTCAGCG                              |

# Supplementary material for: Zebrafish preserve global germline DNA methylation while sex-linked rDNA is amplified and demethylated during feminisation
**Source:** Nat Commun. 2019 Jul 16;10:3053. doi: 10.1038/s41467-019-10894-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: *Low coverage bisulfite sequencing of zebrafish germinal cells and control somatic tissues.* The table lists the general sequencing statistics as well as the number of cytosine calls at either CG dinucleotides ('CG') or in other sequence contexts ('non-CG'), for germline cells or control cells, mapped against the Zebrafish genome assembly version 11 (GRCz11). Details of bioinformatic processing are provided in the Methods section. The frequency of non-CG methylation indicates the maximum rate of non-conversion during the bisulfite treatment step; by this measure, all libraries had a bisulfite conversion efficiency of at least 96.02%.

File name: Supplementary Data 2

Description: *Conversion sex-linked SNPs Zv9 to GRCz11.* Conversion of genome coordinates from published zebrafish sex-linked SNPs (Wilson *et al*, 2014) between Zv9 and GRCz11. Only results located on chromosome 4 are shown.

File name: Supplementary Data 3

Description: *Amplification and methylation of fem-rDNA.* Amplification and methylation of fem-rDNA. Total number of reads mapping to GRCz11 is indicated in column E (Total unique mapped reads), as is the number mapping to fem-rDNA, column F(chr4:77,549,891-77,567,278). CG calls originating from those reads are shown in columns I-J.

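The table of fem-rDNA reads and calls counts, for each library, the uniquely mapped reads that overlap the region and the CG calls on them. In the recount from the deposited calls, a read was counted when it had at least 1 CG call in the region. Over all libraries this gave 9150 reads, against 7857 reads in the paper's table, a ratio of 1.16. In 88 of the 116 libraries the 2 counts differed by at most 2 reads, and the median difference was 1 read.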

File name: Supplementary Data 4

Description: *fem-rDNA amplification and demethylation at different developmental stages.* Number of reads, CG calls and percentage of methylation for fem-rDNA at different developmental stages (Potok *et al*. 2013)

How the deposited data were processed for this re-analysis (not part of the article)

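The data were 116 low coverage whole genome bisulfite sequencing libraries of zebrafish carrying vasa:EGFP, 59 of EGFP +ve germline cells and 57 of EGFP −ve control cells, at 14 ages from 1 to 70 dpf. Ages and sexes were taken from the labels and the paper. The age of 11 dpf in the titles and the paper was used for 6 libraries whose day field gives 7 dpf. Fish of 1 to 28 dpf have no sex in the labels, and fish from 35 dpf are presumptive females or males. Each of the 38 groups of cells, age and sex had 3 libraries, apart from 1 group of 5.

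The authors trimmed the reads with Trim Galore 0.4.2, mapped them with Bismark 0.19.0 in its post-bisulfite mode and extracted CG calls, and deposited 1 file per library with 5 columns and 1 line per CG call, without normalization or pooling of replicates. The call is therefore the unit of the deposited values, and every percentage given here was computed from calls. The authors' methods name SeqMonk 1.43.0 for methylation in windows of 10 Mb and GRCz11 as the reference. The highest position with a call on chromosome 4 is 76624474, which lies before the fem-rDNA region that the paper gives on GRCz11, so the positions were taken to lie on another assembly. No position was converted. The region was instead located as the stretch of the paper's length, 17388 bp, with most calls in the merged EGFP +ve libraries of 21, 25 and 28 dpf, and the 45S unit in the same way with 11559 bp. This choice was made after seeing the data, and it uses EGFP +ve libraries that also enter the tests of the region.

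Calls were counted with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Global methylation is the unweighted mean over windows of 10 Mb of chromosomes 1 to 25. The share of fem-rDNA reads is the number of reads with a CG call in the region over the total of unique mapped reads in the paper's Supplementary Data 1, and was tested as log2 with 0.5 reads added. The methylation of fem-rDNA is the percentage of methylated calls in the region, in libraries with at least 10 calls. The share of mitochondrial reads was computed like that of fem-rDNA. The densest windows were found with windows of 1 Mb after merging the libraries of an age. The regions named in the text follow a rule set in advance: the fem-rDNA region and its unit, the 3 densest windows of the EGFP +ve libraries at 21, 25 and 28 dpf, and, in the test of each chromosome, chromosome 4 and at most the 3 chromosomes with the largest differences among those with an adjusted p under 0.05.

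Libraries held between 8735 and 163870 calls with a median of 22682.5. The margin of error of the pooled percentage of all calls (99% confidence interval, 1000 draws of the reads of a library) had a median of 1.44 percentage points. It includes the fem-rDNA calls and is not the margin of the mean over windows. Intervals of single shares are 95% Wilson intervals, and floors are the share that 3 reads make of a library. All of them cover counting error only.

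Groups were compared by two-sided permutation tests of the mean over ages, or ages and sexes, of the difference between group means, with labels permuted within each age and sex. Tests were exact where all arrangements could be listed, and otherwise used 100000 permutations, for which the smallest possible p is 1e-05. Differences between groups in the effect of the cell type used 20000 permutations. Chromosomes were tested on their pooled calls with the fem-rDNA region left out, with Benjamini-Hochberg adjustment over the 25 chromosomes. The test of chromosomes and the scan of windows were tested on simulated data. The test of chromosomes recovered 5 of 5 changed chromosomes with 0 false calls. The simulated shift was larger than the largest difference found between EGFP +ve and control cells on a chromosome, so smaller shifts were not tried. The scan recovered 1 of 1 enriched window. It returns only the densest window, so it could not give a false call beside it. The test of chromosomes was also run on 100 splits of the same libraries, the real one included.

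Sequencing runs were read from the read names. The 8 runs held 2, 15, 6, 23, 10, 40, 3 and 17 libraries in the order of their numbers, and 2 libraries had reads of more than 1 run and were placed on the run with most reads. The comparisons of groups in the passages were repeated within runs that hold both groups, and with the replicate letter as a block, apart from the comparisons of the sexes at single ages, the chromosomes and the differences between groups in the effect of the cell type. Shares were also compared as per cent of reads without log2 or an added read, and with the same share added to every library, both chosen after seeing the data. The pairing comes from the replicate letters A to C in the labels, which recur in every group; the paper's text does not name whether libraries with the same letter come from the same fish. The other alternatives were pooled calls without windows, windows with at least 100 calls, windows of 1 Mb or 100 kb, calls averaged per position, reads with the same call positions and strand counted once, other denominators and minimum numbers of calls, the 11.5 kb unit, and each replicate letter left out in turn.

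Calls in repeated and non-repeated sequence were not analysed here, and only the paper's own percentages for them were compared. Quantitative PCR, published sperm, oocyte and muscle data and sex-linked SNPs were not analysed here. The relation between the share and the methylation of fem-rDNA across libraries is not reported here.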

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

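The results in this part are of 3 kinds: libraries far from the others of their group, effects that differ between groups, and a signal that the paper does not report. The tests within the largest run and within every run for the ages 1 to 28 dpf, of the sequencing run and of the size of conversion for the females at 70 dpf, of runs for the share in females and males, of library depth and few fem-rDNA reads at 28 dpf, and of duplicates and runs for mitochondrial reads were chosen only after the result was seen. Differences between groups were tested by permuting residuals of a model with cells and group, over 8 contrasts with Benjamini-Hochberg adjustment. A permutation of the group labels was run first and replaced after its values were seen, because the effect of age or sex itself enters its reference distribution; both p-values are given.

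The difference in global methylation between EGFP +ve and control cells varied over the 9 ages from 1 to 28 dpf, with an SD of 2.29 percentage points between ages (permutation of residuals, p = 0.0079, adjusted 0.0211). It did not pass with the group labels permuted (permutation test, p = 0.461, adjusted 0.614). EGFP +ve cells were higher by 3.17 points at 1 dpf, 5.09 at 2 dpf, 5.397 at 4 dpf, 5.27 at 11 dpf, 0.495 at 14 dpf, 2.03 at 21 dpf and 1.14 at 28 dpf, and their means were level with control cells at 7 and 25 dpf. Incomplete bisulfite conversion is an unlikely source, as the differences in methylation and in non-CG methylation had a Spearman's rho of 0.0167 over the ages (permutation test, p = 0.982). In the 2 largest runs of these ages, which cover 7 ages with 37 libraries, the SD was 2.34 points (permutation of residuals, p = 0.1), and within every run it was 2.13 points with 47 libraries (permutation of residuals, p = 0.114). Neither is smaller by much than the SD over all libraries, but neither passed with fewer libraries. In the largest run alone, with 23 libraries of 6 ages, the SD was 3.25 points (permutation of residuals, p = 0.0189), so the variation is also present inside a single run. The runs did not always give the same value: at 11 dpf the difference was 8.60 points in that run and -1.38 in the next largest, which had 1 library of each kind. A change of the difference with age is a hypothesis, and part of the variation may come from runs.

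In females, the same difference was 3.26 points at 35 to 50 dpf and -3.83 points at 70 dpf, a change of -7.09 points (permutation of residuals, p = 0.00045, adjusted 0.0036; permutation of labels, p = 0.00025, adjusted 0.002). At 70 dpf it was higher in males than in females by 5.30 points (permutation of residuals, p = 0.00475, adjusted 0.019; permutation of labels, p = 0.0153, adjusted 0.0612). All 3 EGFP +ve libraries of females at 70 dpf were below all 3 control libraries. The change with age in males was -2.10 points (permutation of residuals, p = 0.404). Incomplete conversion in the control libraries is too small to account for it: EGFP +ve minus control cells of females at 70 dpf gave -0.441 percentage points of non-CG methylation (exact permutation test, p = 0.1, the smallest possible), or 11.5% of the difference in global methylation. A shift of all libraries of a run does not account for it either, because both kinds of cell of females at 70 dpf came from the same run. Between libraries of the same run the change from 35 to 50 dpf to 70 dpf was -8.03 points (permutation of residuals, p = 0.0001). An effect of that run on EGFP +ve libraries alone remains open. EGFP +ve cells of males on the run were above their control cells on it by only 1.22 points (exact permutation test, p = 0.6). Such an effect would not raise control cells of females, which were at 79.8% at 70 dpf and at 76.2% at 35 to 50 dpf, so it could account for part of the change only, unless control cells also differ between runs. The 4 EGFP +ve libraries of 35 to 50 dpf on it differed from the control mean of their age and sex by 0.0145 points on average, between -2.42 and 1.78, but those controls came from other runs. A change in females at sexual maturity remains a hypothesis, with 3 libraries of each kind at 70 dpf.

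The gain in the log2 share of fem-rDNA reads at 35 to 50 dpf was 5.28 in females and 2.57 in males, a difference of -2.71 for males minus females (permutation of residuals, p = 0.0164, adjusted 0.0328; permutation of labels, p = 0.0368, adjusted 0.0981). EGFP +ve cells had the higher mean at 4 of 4 ages in both sexes. With reads of the same call positions and strand counted once, females exceeded males by 2.45 (permutation of residuals, p = 0.0229), so duplicates do not account for it. Within runs, females exceeded males by 2.52 with 39 libraries, nearly as much as over all libraries, but short of the threshold (permutation of residuals, p = 0.0708). EGFP +ve cells of females exceeded those of males on the same run by 3.13 (permutation test, p = 0.00139). In EGFP +ve libraries, the log2 share was 2.29 higher on the largest run than in the same groups on other runs (exact permutation test, p = 0.0988), in 4 of 5 groups. Runs are therefore unlikely as the whole source, but a part cannot be excluded. A stronger amplification in females is a hypothesis.

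Among the 5 EGFP +ve libraries at 28 dpf, the only group of more than 3 libraries within an age and sex, 3 of the 4 measures examined had a library far from the others. By chance this sets apart about 1 in 20 groups for each measure, and the measures share the same libraries. Replicate E had 8.86% of fem-rDNA reads, against 1.61% to 3.48% in the others, a gap of 0.742 of the whole range where the critical value is 0.71. On the log2 scale the gap was 0.550. The gap was 0.608, short of the critical value, when reads of the same call positions and strand were counted once. Outside the fem-rDNA region such reads were at most 0.759% in these 5 libraries, against up to 3.51% over all reads. Such a low rate outside the region argues against PCR duplicates as the source of its distance. Depth had a Spearman's rho of 0.4 with the share over the 5 libraries, too few to decide. Replicate D had a fem-rDNA methylation of 4.11%, against 1.24% to 2.03%, a gap of 0.723. Few reads may explain its distance, since its calls came from 119 reads, and with reads drawn with replacement the lower bound of its 95% interval minus the highest of the other upper bounds was -2.45 points. Replicate B had 0.645% of mitochondrial reads, against 0.0748% to 0.213%, a gap of 0.757. Neither duplicates, with a gap of 0.754 after they were counted once, nor few reads, with a lower bound 0.0954 percentage points above the other upper bounds, account for it. Other technical explanations, such as other cells in the sort, were not tested for these libraries, and no biological explanation was tested.

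Mitochondrial reads, which the paper does not report, had a higher share in EGFP +ve than in control cells by 1.61 on the log2 scale (permutation test, p = 1e-05, the smallest it can give), with a higher mean in 19 of 19 groups of age and sex. Control libraries had 0.0443% ± 0.0382 (SD, n = 57). Counting reads of the same call positions and strand once gave 1.58, and libraries on the same run differed by 1.66, so neither duplicates nor runs account for it. A higher mitochondrial content of germline cells is a hypothesis; a difference in how the sorted cells were lysed or recovered was not tested, and the pattern cannot be told apart from it.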

How the results depend on the processing

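The alternatives were set before the data were examined, apart from the ages 1 to 21 dpf in place of 1 to 25 dpf, shares as per cent of reads without log2 or an added read or with the same share added to every library, and the location of the fem-rDNA region, which were chosen after seeing the data. For the 32 results, 240 alternatives other than leaving out a replicate were run: 205 kept the direction and the side of the threshold, or the size of a value without a test, 14 were weaker, 5 stronger, 6 reversed and 10 moved. Of 114 fits that each left out one replicate, 89 kept both, 14 were weaker, 1 stronger, 4 reversed and 6 moved. Alternatives on repeated sequence were not run. Unless a value is given, the cause was not tested.

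With all calls of a library pooled without windows, the difference in global methylation between EGFP +ve and control cells was 0.868 points at 2 to 28 dpf, -9.92 points in females and 1.21 points in males at 35 to 50 dpf, and females minus males of EGFP +ve cells gave -11.1 points. Pooling thus left the differences at 2 to 28 dpf and in males short of the threshold, turned it to the opposite sign in females, and made females lower than males. With scaffolds and the mitochondrial genome added these were 0.775, -9.75, 1.16 and -10.9 points. The fem-rDNA calls are the cause, as pooled calls without that region gave 2.41, 4.00 and 3.65 points for the first 3, and 0.339 for females minus males, where the sign reversed without passing a threshold. Windows of 1 Mb reversed the last one as well, to 0.261, and windows with at least 100 calls gave 1.15 in females; the cause was not tested. The count of EGFP +ve libraries below every control library by pooled calls was 0 without the fem-rDNA region, against 11; a count of this kind has no p.

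Within runs, the log2 share difference at 28 dpf was 8.16 and the methylation difference -67.0 points, and neither could pass the threshold with the libraries left. Methylation of fem-rDNA in females minus males of EGFP +ve cells was -18.1 points, the share of control cells of females over males was 1.00 and now past the threshold, and the mitochondrial share of females over males reversed to 0.24 from -0.11. With the replicate block, 4 results kept their direction without passing the threshold. At 28 dpf, the share difference of 6.93 and the methylation difference of -76.2 could not pass it, because the pairs are too few. The share difference of 2.66 at 70 dpf and the methylation difference of -26.6 between the sexes lost it. With at least 30 calls, the methylation difference was -84.4 at 28 dpf, where 1 control library was left and the threshold could not be passed. In males it was -40.0, no longer past the threshold with 5 control libraries. The share of control cells of females over males passed the threshold as a share of CG calls, at 1.34, and with 1 read added, at 0.83. Without log2 or an added read it did not, at 0.0181 percentage points and 0.0205 within runs, and with the same share added to every library it did not, at 0.70 and 0.81 within runs. The raw share of methylated fem-rDNA reads in females reversed to 0.00126 points. As a share of CG calls, the mean of the control cells was 0.179%.

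The density of the chromosome 4 window moved with the size of the window and the unit: 18.9, 97.6 and 2167 times the mean at 21, 25 and 28 dpf with windows of 100 kb, and 3.37 and 63.4 times at the last 2 ages with reads in place of calls. The highest share over the control mean was 585 times with reads that have a call as the denominator and 325 times with the share of calls. It was 272 times with reads of the same call positions and strand counted once.

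Across the fits that each left out one replicate, global methylation differed by 2.15 to 4.14 points in females and 2.32 to 5.38 points in males at 35 to 50 dpf. These lost the threshold without A in females (exact permutation test, p = 0.0833) and without A or B in males (exact permutation tests, p = 0.154 and 0.0648). Between the sexes the difference was -1.31 to 0.571, reversing without A (0.124) and without B (0.571). The log2 share difference was -0.0629 to 0.58 over 1 to 25 dpf, reversing without B (-0.0629), 6.71 to 8.48 at 28 dpf, 2.05 to 3.80 at 70 dpf and 0.50 to 1.29 between the sexes of control cells. At 28 dpf without A, B or C it could not pass the threshold, as p = 0.0667 is the smallest possible there (exact permutation tests). The same holds at 70 dpf, where leaving out any letter gave p = 0.0556 to 0.111 and 0.0556 is the smallest possible (exact permutation tests). In control cells it passed the threshold without C (exact permutation test, p = 0.0386). Methylation of fem-rDNA differed by -84.1 to -67.1 points at 28 dpf, -81.9 to -26.4 at 70 dpf and -40.5 to -19.1 between the sexes. At 28 dpf without B, D or E it could not pass the threshold, as p = 0.0667 is the smallest possible there (exact permutation tests). Between the sexes it lost the threshold without A or B (exact permutation tests, p = 0.267 and 0.184). The mitochondrial share of females over males was -0.27 to 0.0236, reversing without C (0.0236). Counts were 7 to 10 libraries with low pooled methylation and 9 to 13 with a share over 1%, and the highest share was 419 to 631 times the control mean. The density of the chromosome 4 window was 1.33 to 3.14 times the mean at 21 dpf, 5.99 to 12.7 at 25 dpf and 138 to 304 at 28 dpf.

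Depth limits the fem-rDNA results of control cells. With a median of 3 reads per library, differences among them lie near what single reads make of the share. At 28 dpf only 2 control libraries had enough calls for methylation.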

Differences from the paper's values

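The paper states that the highest share of fem-rDNA reads in a female is at least 170-fold that of non-germline controls. It does not state whether the bound is over the mean or the highest of the controls, so the ratios here may be another measure. The shares themselves were close. The highest library had 24.0% here and 20.75% in the paper, and the control mean was 0.0380% here and 0.032% in the paper. Here the highest share was 631 times the mean of the control libraries, which lies above that lower bound. So did every alternative set before the data were examined. The ratio was 585 with the reads that have a CG call as the denominator and 325 with the share of CG calls. With reads of the same call positions and strand counted once it was 272, and with the 11.5 kb unit it was 631. The unit holds nearly all calls of the region, so its ratio is no separate check.

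The paper gives 10,000 CG calls as its lowest depth, and 1 library had 8735 calls here.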

Other observations

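In this part, the tests of duplicates and runs for the fem-rDNA share of females, of few calls and runs for fem-rDNA methylation at 1 to 21 dpf, of runs and the added reads for weakly methylated reads at those ages, of runs and the added reads for the share in control cells, and of control cells among sorted cells were chosen only after the result was seen.

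For the raised share of fem-rDNA reads in EGFP +ve cells of females at 35 to 50 dpf, 5 technical explanations were tested. Reads of the same call positions and strand counted once left a log2 difference of 5.00 (permutation test, p = 8e-05), and libraries of the same run differed by 6.01 (exact permutation test, p = 0.000313). Reads of amplified libraries assigned to other libraries of the run are an unlikely source: weakly methylated fem-rDNA reads made up at most 0.0187% of the reads of a control library on a run with an amplified library, and control libraries on such runs did not differ from the others (permutation test, p = 0.242). Depth had a Spearman's rho of -0.244 with the share (permutation test, p = 0.267). A gain of the whole chromosome end would raise the rest of the window of 1 Mb, where the log2 difference was -0.94 (permutation test, p = 0.0702). None of these accounts for the difference, and a gain of the fem-rDNA copies themselves remains the hypothesis here. The paper reports this amplification as a finding, which it also tested by quantitative PCR.

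At 1 to 21 dpf, when no library had a share over 1%, fem-rDNA was less methylated in EGFP +ve than in control cells on average over the ages, but not at each of them: the differences were -40.0 points at 1 dpf, -26.7 at 2 dpf, 5.24 at 4 dpf, -2.50 at 7 dpf, -24.8 at 11 dpf, -28.2 at 14 dpf and 7.43 at 21 dpf, with 2 or 3 libraries of each kind. The average difference was -10.4 points with at least 30 calls (permutation test, p = 0.0271) and -17.1 points within runs (permutation test, p = 0.0428). Non-CG methylation differed by 0.155 points (permutation test, p = 0.329), so incomplete conversion is unlikely to explain it. The share of fem-rDNA reads with under 20% of their calls methylated was higher by 1.22 on the log2 scale (permutation test, p = 0.00075), and that of reads with over 50% differed by -0.0863 (permutation test, p = 0.781). The first of these does not rest on the 0.5 reads added, as the difference in per cent of all reads was 0.0108 points with no read added (permutation test, p = 0.00778), the log2 difference was 0.78 with the same share added to every library (permutation test, p = 0.0139), and the first of these was 0.00809 points within runs (permutation test, p = 0.0477). The total share of fem-rDNA reads was not detectably higher, by 0.33 on the log2 scale (permutation test, p = 0.265). Extra weakly methylated copies therefore remain a hypothesis, and a loss of methylation on the copies present cannot be excluded at this depth.

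Runs differed among EGFP +ve cells at 35 to 50 dpf. Libraries on the largest run had a global methylation 5.25 points above those of the same group on other runs (7 libraries against 8, exact permutation test, p = 0.00823), with a higher mean in 5 of 5 groups. Library depth, with a difference of 0.0733 in log10 calls (exact permutation test, p = 0.708), and conversion, with a difference of 0.102 points of non-CG methylation (exact permutation test, p = 0.568), are unlikely causes. A larger number of control cells in the libraries of the other runs might lower both methylation and mitochondrial reads. The log2 mitochondrial share differed by 1.26 (exact permutation test, p = 0.148), which leaves a part of this open. As the whole cause it would need a large admixture, because 5.25 points is about the whole difference between EGFP +ve and control cells of the same run. The libraries of the other runs would then hold mostly control cells. The paper reports a high proportion of EGFP +ve cells after sorting, but in its passage on embryos. It states no proportion for these ages, so a large admixture cannot be excluded from it. Comparing libraries of the same run separates the difference between EGFP +ve and control cells from a shift of the run, and it was then 4.19 points in females (exact permutation test, p = 0.000938) and 5.67 points in males (exact permutation test, p = 0.00113). Over all libraries it was smaller, at 3.26 and 3.57 points, as nearly all control libraries of these ages were on the largest run.

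Over all 59 EGFP +ve libraries, deviations from the group means of global methylation and of the log2 mitochondrial share had a Spearman's rho of 0.555 (permutation test, p = 0.0001, adjusted 0.0002) and a Pearson's r of 0.567 (permutation test, p = 0.00053, adjusted 0.00106), over 2 relations. Without the 2 libraries farthest from the median, r was 0.450. Within runs, rho was 0.436 (permutation test, p = 0.0488) and r 0.380 (permutation test, p = 0.116), over 43 libraries. In the 57 control libraries rho was -0.0996 (permutation test, p = 0.506) and r -0.0607 (permutation test, p = 0.659). Depth had a rho of -0.242 with the mitochondrial share (permutation test, p = 0.0957), and non-CG methylation one of 0.0485 with global methylation. A varying number of control cells among the sorted EGFP +ve cells is a candidate explanation, since those cells were lower in both measures at most ages; it was not measured directly.

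On single chromosomes, with fem-rDNA left out, 24 of 25 had a higher methylation in EGFP +ve than in control cells at an adjusted p under 0.05 (permutation tests with Benjamini-Hochberg adjustment), and 0 a lower one. Differences ranged from 1.33 to 3.73 points with a median of 2.81. They were largest on chromosome 23 (3.73 points, higher in 15 of 19 groups), chromosome 12 (3.63 points, 16 of 19) and chromosome 2 (3.32 points, 17 of 19), and 2.83 points on chromosome 4. Set against the other chromosomes, 0 differed after adjustment and 2 at an unadjusted p under 0.05. Of 100 splits that part all 57 pairs of libraries with the same letter, only 1, the real one, gave as many chromosomes; the others differ in which library of each pair counts as EGFP +ve, and gave at most 22.

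Control cells of females had a higher share of fem-rDNA reads than those of males at 35 to 50 dpf, by 1.00 on the log2 scale within runs (permutation test, p = 0.0413), and a higher share of weakly methylated fem-rDNA reads, by 0.91 (permutation test, p = 0.0358). Female control libraries had a median of 7557 reads and male ones of 13375, so the 0.5 reads added to each count weigh more in females. With the same share added to every library in place of reads, the total share kept most of its difference but was short of the threshold, at 0.81 within runs (exact permutation test, p = 0.0567), while the weakly methylated reads, which numbered 5 and 3, fell to 0.39 (permutation test, p = 0.235). With nothing added and no log2, the differences in per cent of all reads were 0.0205 points within runs (exact permutation test, p = 0.0771) and 0.00366 points (permutation test, p = 0.21). Whether the sexes differ in the total share cannot be decided at this depth, and germline cells among the control cells of females as a source are not shown.

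The paper's own percentages for repeated and non-repeated sequence, in its Supplementary Data 1, were compared with the same test. The paper's repeat methylation was higher in EGFP +ve than in control cells by 1.72 points, and the paper's non-repeat methylation by 3.48 points (permutation tests, p = 1e-05, the smallest they can give), with a higher mean in 18 and 16 of 19 groups.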
